# Characterization of pain-related behaviors and gene expression profiling of peripheral sensory ganglia in a mouse model of acute ankle sprain

**DOI:** 10.3389/fnbeh.2023.1189489

**Published:** 2023-05-25

**Authors:** Yushuang Pan, Qimiao Hu, Yunqin Yang, Huimin Nie, Chengyu Yin, Huina Wei, Yan Tai, Boyu Liu, Zui Shen, Xiaofen He, Jianqiao Fang, Boyi Liu

**Keywords:** ankle sprain, pain, RNA-Seq, aversion, dorsal root ganglia, spinal cord

## Abstract

**Introduction:**

Lateral ankle sprain (LAS) is a very common type of joint injury. It occurred with high incidence among general population and especially among individuals participating sports and outdoor activities. A certain proportion of individuals who once developed LAS may suffer persistent ankle pain that affects daily activities. However, the mechanisms underlying LAS-induced pain still remained largely unknown.

**Methods:**

We established a LAS mouse model and systematically evaluated the pain-related behaviors in this mouse model. RNA sequencing (RNA-Seq), combined with bioinformatics analysis, was undertaken to explore gene expression profiles. Immunostaining was used to study glial cell and neuron activation in ipsilateral spinal cord dorsal horn (SCDH) of LAS model mice. Ibuprofen was used to treat LAS model mice.

**Results:**

The LAS model mice developed obvious signs of mechanical and heat hypersensitivities as well as gait impairments in ipsilateral hind paws. Besides, LAS model mice developed signs of pain-related emotional disorder, including pain-induced aversion. By RNA-Seq, we were able to identify certain differentially expressed genes and signaling pathways that might contribute to pain mechanisms of LAS mouse model. In addition, LAS model mice showed increased c-Fos and p-ERK immunoreactivity as well as astrocyte and microglia overactivation in ipsilateral spinal cord dorsal horn, indicating central sensitization might occur. Finally, LAS model mice respond to ibuprofen, a drug clinically used to treat ankle sprain pain.

**Conclusion:**

Our study found LAS model mice may be used as a preclinical animal model for screening novel targets or therapies for ankle sprain. Thus, the study may further help to understand molecular mechanisms contributing to ankle sprain-induced pain.

## Introduction

Joint injuries usually result in persistent joint pain and locomotion impairments (Alghadir et al., 2020). Ankle sprain is one of the most common types of joint injuries that impose heavy financial burdens on the healthcare system (Ivins, 2006; Bielska et al., 2019). A majority of ankle sprains are lateral ankle sprains (LASs), which are caused by the disruption of the lateral ligament complex due to excessive plantar flexion and foot inversion (Garrick and Requa, 1988; Vuurberg et al., 2018). It occurred with high incidence among people, especially in individuals participating in sports and outdoor activities (Vuurberg et al., 2018; Michels et al., 2022; Tee et al., 2022). Unfortunately, a certain proportion of individuals who once developed LAS may suffer persistent ankle pain and recurrent sprains (Anandacoomarasamy and Barnsley, 2005; de Ruvo et al., 2022; Michels et al., 2022). The recurrent sprain and associated ankle pain may lead to significant disturbance in daily activities and even cause psychological impairments, including injury-related fear, sadness, and anxiety among the suffering individuals (Kosik et al., 2020; Bain et al., 2022).

Although ankle sprain is a highly prevalent joint injury, the mechanisms underlying ankle sprain-induced pain still remained largely unknown. Currently, most of our understanding of ankle sprain-induced pain comes from clinical observations or data derived from some other types of joint disorders, such as joint inflammation. Therefore, understanding the mechanisms underlying ankle sprain-induced pain may help to identify targeted therapies to manage ankle sprain.

Transecting of anterior talofibular ligament (ATFL) and calcaneal fibular ligament (CFL), two lateral ligaments of the mouse ankle, is an established animal model to mimic LAS (Hubbard-Turner et al., 2013). The LAS model mice showed reduced physical activities, impaired balance, and gait, mimicking results observed from individuals who had acute LAS (Hubbard-Turner et al., 2013). Although this animal model was developed to mimic human ankle sprain, it still remains unknown whether the LAS model mice develop any pain-related behavior. Therefore, we planned to systematically characterize the detailed pain-related behaviors in this mouse model. We further performed RNA-Seq to profile gene expression changes in ipsilateral dorsal root ganglion (DRG) of LAS model mice, aiming to explore potential genes or signaling pathways involved in ankle sprain-induced pain.

## Methods and materials

### Animals

All animal care and experimental procedures were approved by the Laboratory Animal Management and Welfare Ethical Review Committee of Zhejiang Chinese Medical University (Permission number: IACUC-20190819-04). C57BL/6 mice (6–8 weeks of age, male and female) were used in this study. All animals were housed in facilities accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) under standard environmental conditions (12 h light–dark cycles and 23°C).

### LAS model establishment

The mouse was anesthetized using isoflurane (4%). The right ankle of each mouse was then shaved and disinfected using iodophor beforehand. The major procedures were adopted from a previous study (Hubbard-Turner et al., 2013). Briefly, for the LAS group, a small incision in the ankle was made, and the ATFL and CFL were both transected, and the skin was then closed with a 6-0 surgical suture. For the sham group, a small incision was retracted in the same place as the LAS group, but no ligament was cut. After the surgery was completed, the mouse was transferred to a heating pad maintained at 37°C and allowed to recover. The anatomical position of the transection site is shown in Figure 1.

**Figure 1:**
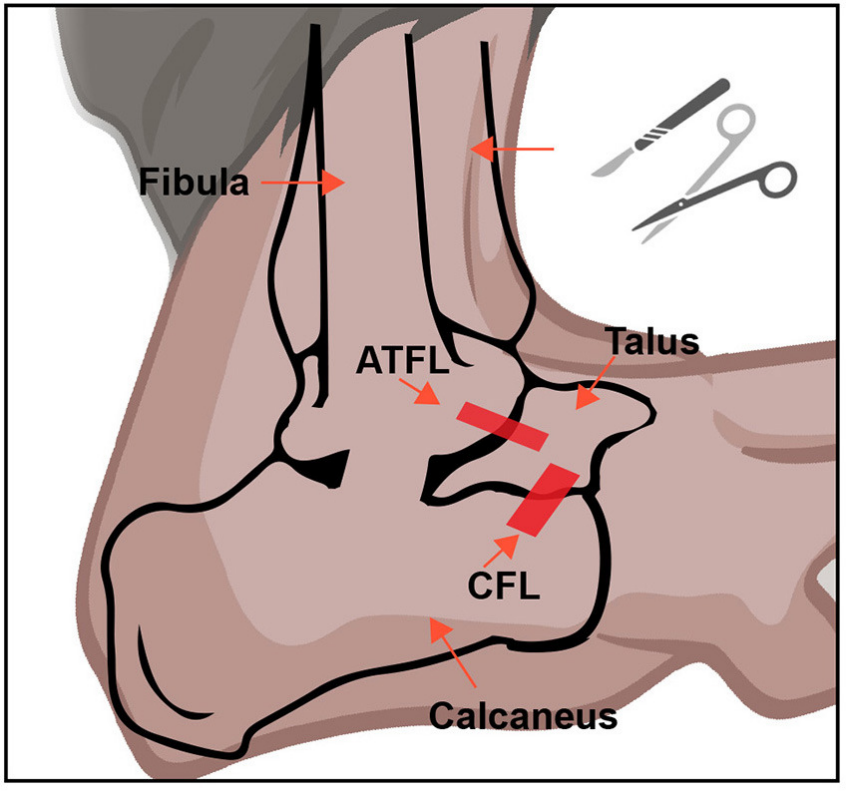
Establishment of the LAS mouse model. A schematic picture of ATFL and CFL in the mouse ankle joint. This figure was created with BioRender.com.

### Paw withdrawal threshold (PWT) test

Detailed procedures were described in our previous publication (Chai et al., 2018; Yin et al., 2020a). Briefly, the mice were individually placed in transparent Plexiglas chambers on an elevated mesh floor and were habituated for 30 min before the test. The mechanical allodynia was examined with a series of von Frey filaments (from 0.04 to 4 g) applied in proper order to the heel area of the hind paw. The minimum force that caused the mouse to withdraw its hind paw away from the filament was considered the withdrawal threshold. For each mouse, a von Frey hair was applied at 5–10 s intervals. The threshold was determined using the “Up–Down” testing paradigm, and the 50% PWT was calculated by the non-parametric Dixon test (Dixon, 1980; Chaplan et al., 1994).

### Paw withdrawal frequency (PWF) test

Paw withdrawal frequency was measured by applying the 0.07 g or 0.4 g von Frey filament to the heel area of the hind paw a total of 10 times. The PWF was derived by dividing the number of paw withdrawals by the 10 applications and recording it as %.

### Hargreaves test

The plantar test apparatus (Ugo Basile, Italy) was used to evaluate thermal hyperalgesia according to the methods we previously described (Hu et al., 2019). A radiant light beam generated by a light bulb was directed into the right hind paw to determine the paw withdrawal latency (PWL). A 20 s cutoff threshold was set to avoid excessive heating that can cause tissue damage. A significant decrease in PWL was interpreted as heat pain hypersensitivity.

### Acetone test

Mice were placed in transparent Plexiglas chambers on an elevated mesh floor and calmed down 30 min before the test. Acetone (20 μl) was dabbed or sprayed on the plantar surface of the heel area of the ipsilateral hind paw of each mouse as previously described (Liu et al., 2013). The licking and shaking of the affected hind paw in response to the acetone application were recorded with a camera. The duration of the licking or shaking of the hind paw was analyzed thereafter.

### Gait analysis

The Digi gait analysis system (Mouse Specifics, Inc., USA) was employed to evaluate the gait pattern of mice. The mice walked through an illuminated glass platform with a treadmill, while a video camera recorded the behavior from below. The belt speed was set at 18 cm/s constant speed. Each mouse was trained for a consecutive 3 days before the formal test. Gait parameters were then analyzed thereafter.

### Balance beam test

The beam was a 1 m-long round piece of wood with a 20 mm diameter that was elevated above the bench surface and at a 15-degree angle to the ground. A light bulb was placed on one side to force each mouse to move. On the other side, it was connected to a dark box (20 × 20 × 20 cm) for the mouse to land safely. Each mouse was allowed to be trained for 3 days, placed at the start of the beam, and allowing them to cross the beam to the dark box. The duration to cross the beam of mice was recorded.

### Real-time PEA test

The real-time PEA chambers were put on the mesh floor. It contained two chambers. The size of each chamber was 50 × 28 × 32 cm, made with plastic plates that had cross stripes or vertical stripes to distinguish them from each other. For the first 10 min, the mouse was allowed to explore both chambers without any mechanical stimulation (pre-phase). After the pre-period, the mouse usually showed a small preference for one of the two chambers. For the second 10 min, 0.4 g von Frey hair was used to simulate the hind paw whenever the mouse entered the preferred chamber. For the last 10 min, the mouse was allowed to freely explore both chambers (post-phase). The movements of each mouse in each chamber were recorded via Any-Maze recording system (Stoelting, USA) and analyzed thereafter.

### Tissue collection and RNA extraction

The whole procedure was derived from our previous studies (Yin et al., 2019; Nie et al., 2021). Briefly, the L3–5 DRG segments ipsilateral to the side of the ankle sprain injury were harvested and used for generating libraries for RNA-Seq. On day 14, mice were anesthetized with sodium pentobarbital and were perfused with saline. After perfusion, the L3–5 DRG segments were immediately preserved in an RNAlater solution (Thermo Fisher Scientific, USA). Total RNA was extracted using TRIzol reagent (Thermo Fisher Scientific, USA) according to the manufacturer's instructions with DNaseI to degrade contaminating DNA. The purity and concentration of the samples were assessed by the NanoDrop Spectrophotometer (NanoDrop Products, CA, USA), and the RNA integrity was assessed by the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

### RNA-Seq and bioinformatics analysis

The samples were sequenced by BGISEQ-500 from BGI Group (Shenzhen, China). Raw sequencing reads were aligned to the mouse genome. Differential expression analyses were performed with R and Bioconductor packages of edgeR and limmavoom as reported in our previous studies (Chen et al., 2020; Xu et al., 2022). The threshold required for the genes to be considered significantly changed was as follows: *q*-value ≤0.05 and the absolute value of |log_2_ (fold change)| ≥ 1.5.

### Functional enrichment analysis of DEGs

Functional enrichment analysis was performed through the functional annotation package the “cluster Profiler” in R studio software (RStudio, Boston, MA, USA). GO analysis was also conducted. For each enriched function term, the Q-value of enriched functions and the *Q*-value by multiple testing corrections were calculated by the “cluster Profiler” package in R studio software. The GO functional enrichment analysis was performed for DEGs using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) online tools (http://www.geneontology.org).

### Protein–protein interaction (PPI) network analysis

The search instrument for the retrieval of interacting genes (STRING) was adopted to provide information regarding predicted and experimental interactions of proteins, and the prediction method of this database is from the neighborhood, gene fusion, co-occurrence, co-expression experiments, databases, and text mining. By setting the Combination score >0.4 as the reliability threshold value, the web-based STRING database (http://string-db.org/) was used to produce PPI predictions after uploading the union gene list to the search bar. Based on the relationships, a PPI network was established and then displayed using the Cytoscape software. The consistency degree between proteins, namely the number of proteins it connected, was calculated to weigh its significance in this network.

### Immunofluorescence staining

Mice were deeply anesthetized with sodium pentobarbital and were perfused with 4°C saline and then with 4% paraformaldehyde transcardially as previously described (Liu et al., 2022). The spinal cord specimens were harvested and then transferred to 15% sucrose for 24 h and 30% sucrose for dehydration. Tissues were serially cut into 14 mm thick sections on a frozen microtome (CryoStar NX50, Thermo Fisher, CA, USA) and mounted on gelatin-coated glass slides as six sets of every fifth serial section. All the slides were blocked with 5% normal donkey serum in PBS (with 0.3% Tween-20) for 1 h at 37°C and then incubated overnight with corresponding primary antibodies. The primary antibodies used were mouse anti GFAP (1:500, #c9205, Sigma), rabbit anti c-Fos (1:500, #2250, CST), rabbit anti p-ERK (1:500, #4370, CST), and rabbit anti CD68 (1:500, #NB100-683PE, Novus). The next day, the sections were rinsed with PBS (6 × 10 min) and incubated for 1 h with a mixture of corresponding secondary antibodies. Fluorescence images were captured by a Nikon A1R laser scanning confocal microscope (Nikon, Japan). All stained sections were examined and analyzed in a blinded manner. Three images were randomly selected per mouse tissue and averaged and then compared as described in our previous studies (Liu et al., 2016; Zhang Y. et al., 2022).

### Drug administration

Ibuprofen (#NSC256857, Selleck) was dissolved in DMSO and then diluted with 0.9% sterile saline to the required volume and applied at a concentration of 30 mg/kg. Ibuprofen and vehicle were injected i.p. on days from 8 to 14. The ibuprofen drug dosage we chose was based on previous reports (Caceres et al., 2017).

### Statistical analysis

All data in the article are expressed as the mean ± SEM. An unpaired *t*-test was used for comparisons between the two groups. One-way ANOVA or two-way ANOVA followed by Bonferroni's *post-hoc* test was used to compare data among three or more groups. A *p*-value of <0.05 was considered statistically significant. Statistical analyses were performed using GraphPad Prism 9.0 software (GraphPad Software Inc., CA, USA).

## Results

### LAS model mice showed gait abnormality and balance disorder

According to a previous study (Hubbard-Turner et al., 2013), we established the mouse model for lateral ankle sprain (LAS) by transecting both ATFL and CFL as shown in Figure 1. Ankle sprain patients usually exhibit impairments in gait that can affect daily activities (Punt et al., 2015). We then began to examine whether the LAS model mice exhibit similar gait abnormalities. The gait behaviors of sham and LAS model groups were recorded using DigiGait analyzing system 14 days after model establishment and analyzed thereafter (Supplementary Figure 1A). Gait analysis revealed that LAS model mice showed impairment in gait behavior 14 days after model establishment vs. sham group (Supplementary Figures 1A–D). Some specific gait parameters, which include averaged paw area ration, maximal paw area ratio, stance ratio, and stride length ratio were all significantly decreased in LAS model mice compared with sham group mice (Supplementary Figures 1E–G).

Next, the balance beam test was applied to assess the balance and motor capabilities of mice 14 days after the model establishment (Supplementary Figure 1I). When compared with the sham group, LAS model group mice spent significantly more time passing the inclined beam as shown in Supplementary Figure 1J. These results demonstrate that LAS model mice showed obvious deficits in gait behavior as well as balance and motor capability, a result consistent with patients suffering from ankle sprain.

### LAS model mice developed sustained mechanical and heat pain hypersensitivities in affected ankles

A prominent feature of ankle sprain patients is the development of ankle pain that affects their life quality (Gonzalez de Vega et al., 2013; Gaddi et al., 2022). Although the LAS model has been developed to mimic human ankle sprain, it still remains unknown whether the LAS model mice develop similar ankle joint pain as human patients. Therefore, we aimed to explore the potential pain responses of LAS model mice with a series of pain behavioral assays.

After transecting the ATFL and CFL ligaments, the ipsilateral ankle joint of LAS model mice began to show robust swelling 1 day later compared with sham group mice (Figure 2A). The ankle swelling gradually returned to normal after 7 days (Figure 2B). We started by testing the mechanical hypersensitivities using von Frey hair test. Before model establishment, the two groups of mice exhibit similar 50% PWT in the ipsilateral hind paw (day 0, Figure 2C). After the model was established, although both groups of mice showed robust mechanical pain (with no statistical difference from days 1 to 5, Figure 2C), 50% PWT gradually recovered in sham group mice and almost completely recovered 7 days later after sham surgery. In contrast, the LAS model mice developed persistent mechanical pain that lasts over 2 weeks compared with the sham group (Figure 2C). Area under the curve analysis from days 5 to 19 indicated an accumulated reduction of 50% PWT in the LAS model mice compared with sham group mice (Figure 2D). We further studied the paw withdrawal frequency (PWF) with a specific von Frey hair (0.07 or 0.4 g) in sham and LAS model mice. As shown in Figures 2E, F, LAS model mice exhibited significantly higher PWF in responses to 0.07 or 0.4 g challenge from days 7 to 14 compared with sham group mice.

**Figure 2:**
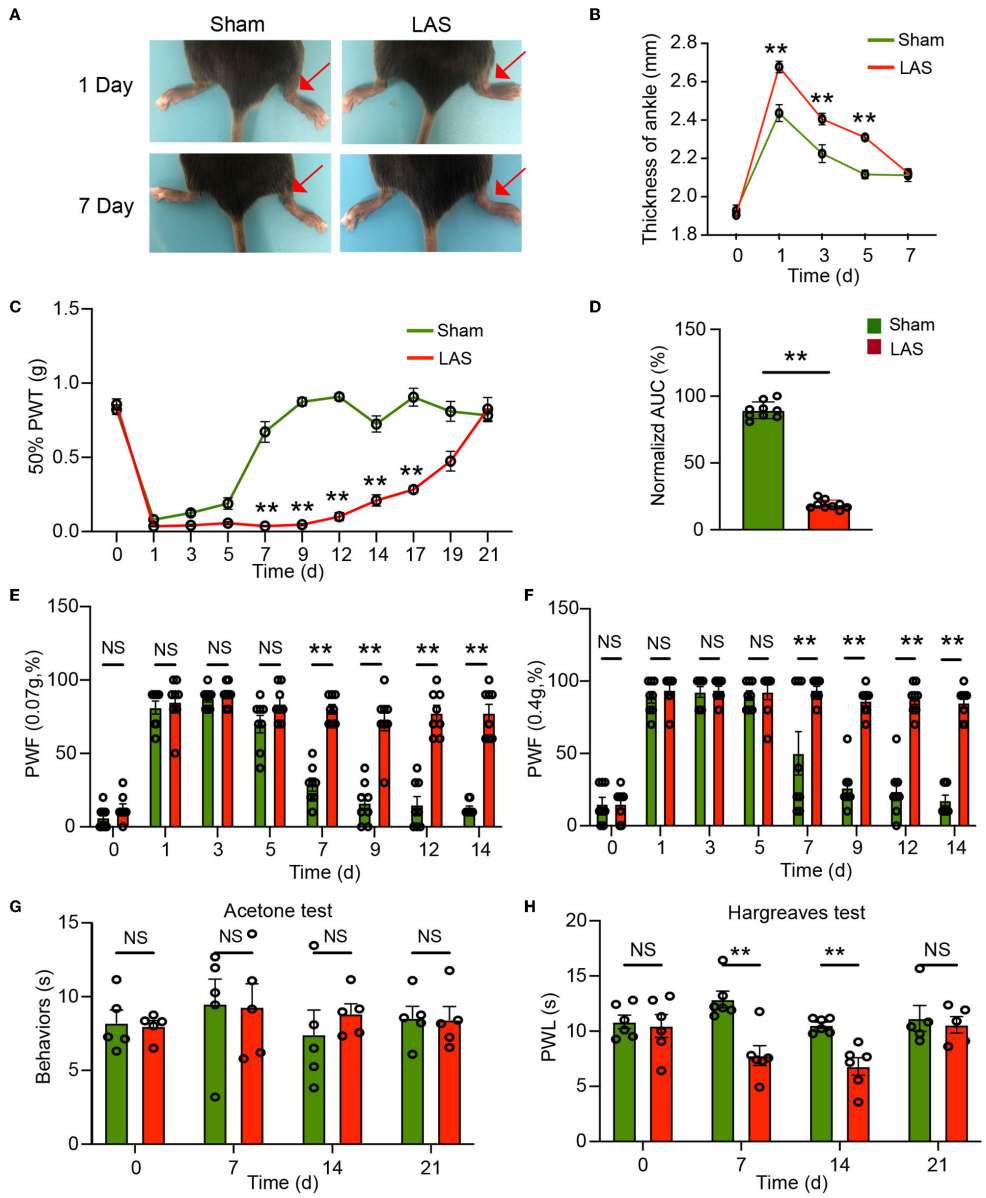
Pain-related behavior evaluations of male LAS model mice. **(A)** Representative photos showing the ipsilateral ankles (denoted with red arrow) of male sham and LAS model mice 1 and 7 days after the operation. **(B)** Time course showing the changes in ankle thickness of male sham and LAS model mice from days 0 to 7. **(C)** Time course showing the changes in 50% paw withdrawal threshold (PWT) of the ipsilateral hind paw of male sham and LAS model mice from days 0 to 21. **(D)** Area under the curve (AUC) analysis of corresponding traces in **(C)**. **(E, F)** Paw withdrawal frequency (PWF) of the ipsilateral hind paw of male sham and LAS model mice in response to specific mechanical stimuli (0.07 or 0.4 g, respectively). **(G)** Cold pain hypersensitivity evaluation of ipsilateral hind paw by acetone test of male sham and LAS model mice. **(H)** Heat pain hypersensitivity evaluation of ipsilateral hind paw by Hargreaves test of male sham and LAS model mice. *n* = 5–9 mice/group. **p < 0.01 vs. sham group. Student's *t*-test was used for statistics in **(D)**. Two-way ANOVA followed by Bonferroni's *post-hoc* test was used for statistics in all other panels.

We next tested thermal pain in LAS model mice. Cold pain hypersensitivities were evaluated by the acetone test. As shown in Figure 2G, the two groups of mice did not exhibit any difference in cold pain hypersensitivity in response to the acetone challenge. We continued to examine the heat pain hypersensitivities. Hargreaves test revealed that LAS model mice developed obvious heat pain hypersensitivity in response to noxious heat stimulation starting from days 7 to 14, compared with sham group mice (Figure 2H). Therefore, these results demonstrate that LAS model mice exhibit mechanical and heat pain hypersensitivities.

The above results were all obtained from male mice. It is known that sex difference plays an important role in pain mechanisms (Sorge et al., 2015; Chen et al., 2018). We then continue to examine the pain response in female LAS model mice. Similar to male mice, female mice also developed obvious mechanical hypersensitivities starting from days 7 to 17, in comparison to the sham group female mice (Figures 3A, B). In addition, female LAS model mice also exhibited significantly higher PWF in response to 0.07 or 0.4 g von Frey hair challenge from days 7 to 14, in comparison to sham group female mice (Figures 3C, D). Female LAS model mice did not exhibit any cold pain hypersensitivity in response to acetone challenge (Figure 3E). Similar to male mice, they showed obvious heat pain hypersensitivity in response to noxious heat stimulation starting from days 7 to day 14, compared with the sham group of female mice (Figure 3F). These results demonstrate that both male and female LAS model mice develop sustained mechanical and heat pain hypersensitivities.

**Figure 3:**
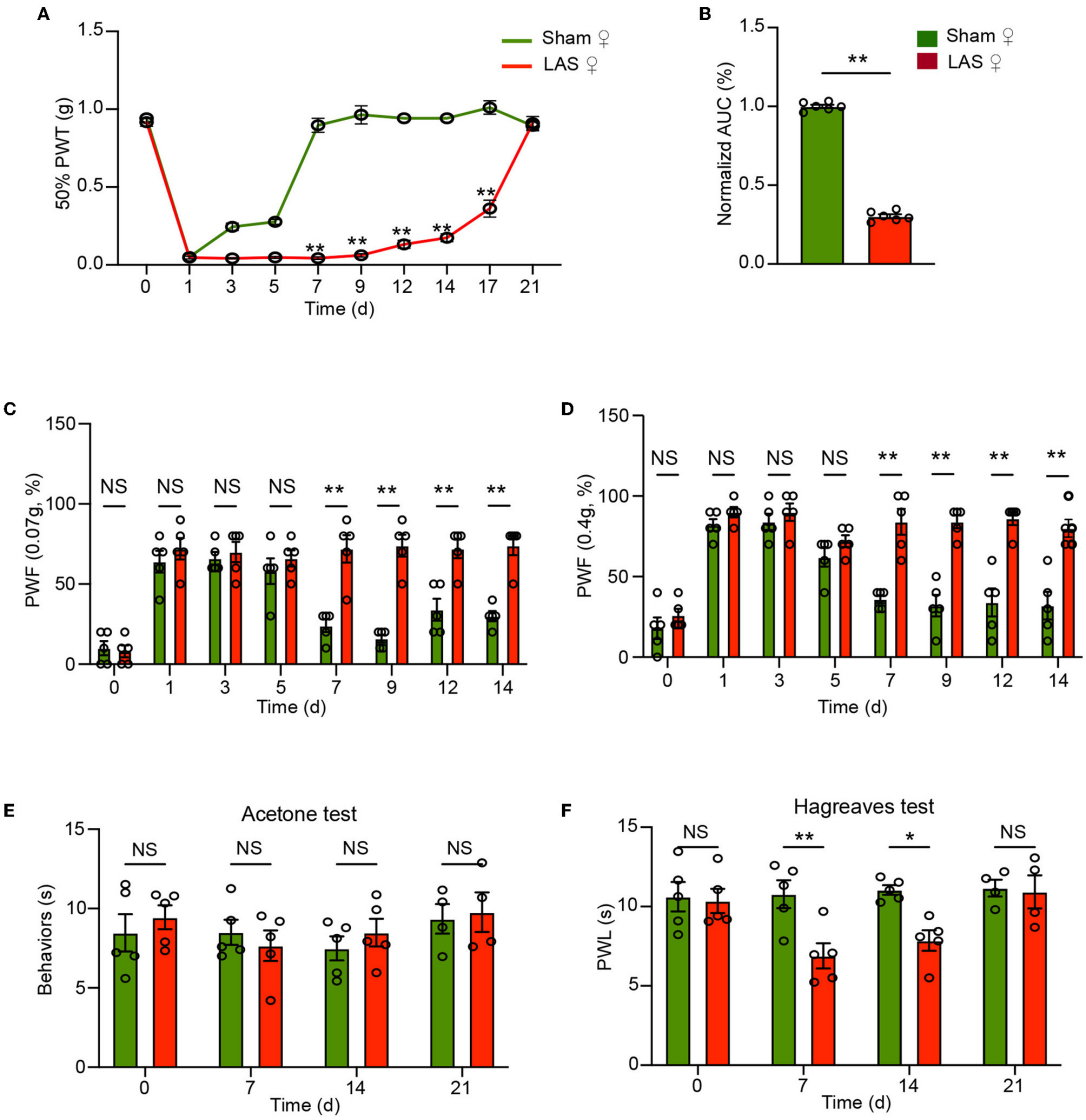
Pain-related behavior evaluations of female LAS model mice. **(A)** Time course showing the changes in 50% paw withdrawal threshold (PWT) of the ipsilateral hind paw of female sham and LAS model mice from days 0 to 21. **(B)** Area under the curve (AUC) analysis of corresponding traces in **(A)**. **(C, D)** Paw withdrawal frequency (PWF) of the ipsilateral hind paw of female sham and LAS model mice in response to specific mechanical stimuli (0.07 or 0.4 g, respectively). **(E)** Cold pain hypersensitivity evaluation of ipsilateral hind paw by acetone test of female sham and LAS model mice. **(F)** Heat pain hypersensitivity evaluation of ipsilateral hind paw by Hargreaves test of female sham and LAS model mice. *n* = 5–9 mice/group. **p < 0.01, *p < 0.05 vs. sham group. Student's *t*-test was used for statistics in **(B)**. Two-way ANOVA followed by Bonferroni's *post-hoc* test was used for statistics in all other panels.

### LAS model mice developed aversive behavior in response to mechanical stimulation

Chronic pain may result in emotional disorders, including aversion, anxiety, and depression. Therefore, we aimed to explore whether LAS model mice might develop any signs of emotional disorders. A modified real-time place escape/avoidance (PEA) test using mechanical stimulation was applied to evaluate aversive behavior (Figure 4A). In short, the mouse was put in a two-chamber box that allows free access to explore with no stimulation (pre-stimulation phase, 10 min duration). During the stimulation phase (10 min duration), a repetitive mechanical stimulation by a fixed von Frey hair (0.4 g) was applied to the ipsilateral hind paw of the mice whenever it goes into or dwelled in the preferred chamber. Then the mice freely explored the box without any stimulation (post-stimulation phase, 10 min duration) (Figure 4A). Real-time PEA test revealed that no aversion behavior was observed in LAS model mice 7 days after model establishment (Figures 4B–D). LAS group mice spent significantly less time in a mechanically stimulated chamber and exhibited apparent aversion behavior during the post-stimulation phase vs. sham group mice 14 days after model establishment (Figures 4E–G). This result indicates that LAS model mice exhibit mechanical pain-induced aversive behavior.

**Figure 4:**
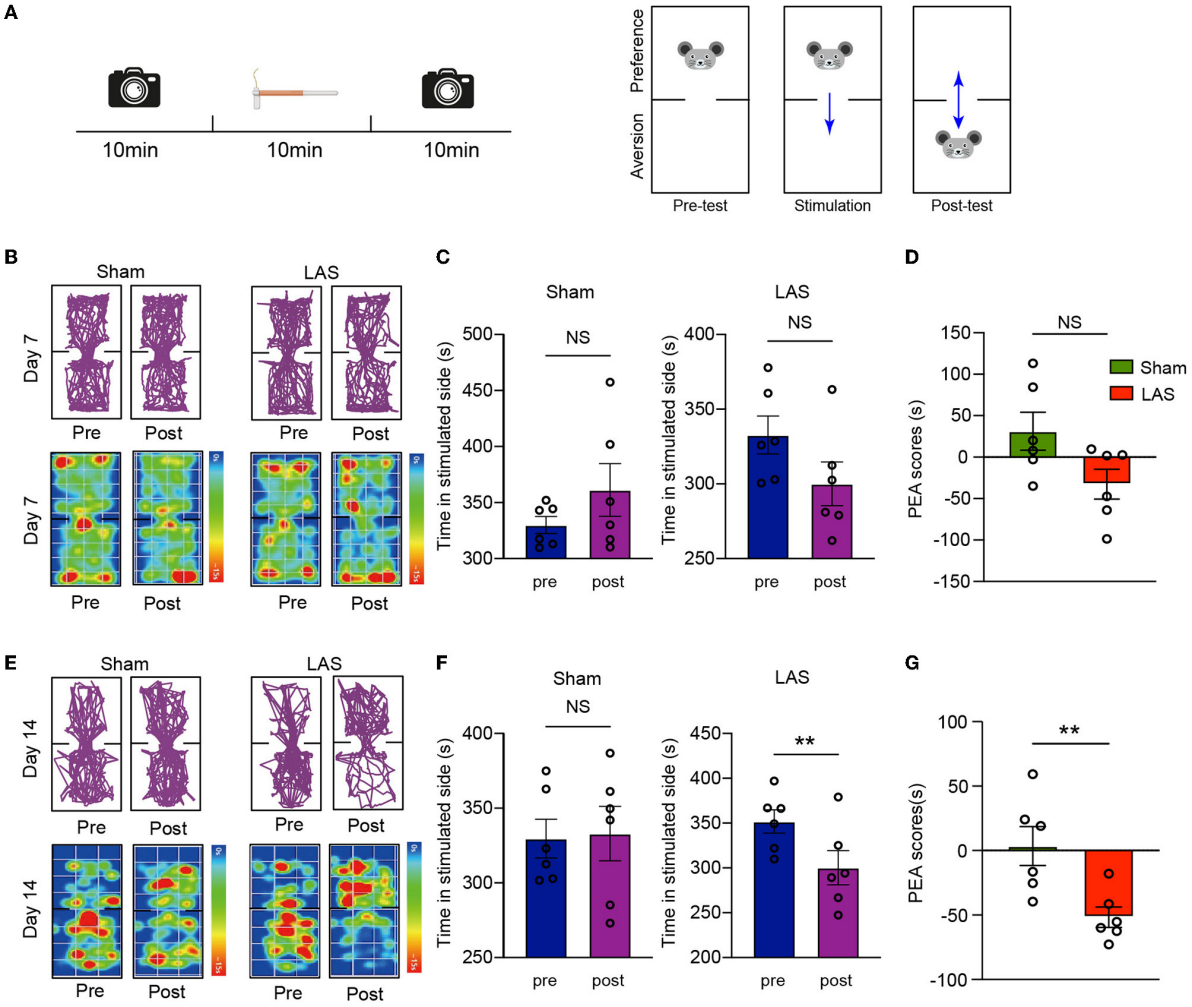
LAS model mice exhibit aversion behavior in real-time place escape/avoidance (PEA) behavior test. **(A)** Cartoon showing real-time PEA test performed on day 7 or day 14 after LAS model establishment. The pre-test phase, stimulation phase, and post-test phase each take 10 min duration as indicated. A von Frey hair of 0.4 g was used to stimulate the hind paw of mice whenever it enters the preferred chamber. The movement of the mouse was videotaped in pre-test and post-test phase and analyzed thereafter. **(B)** Upper panels: representative pictures showing moving traces of mice from sham and LAS model groups during pre- and post-test phases on day 7. Lower panels: corresponding heat map showing the movements of mice. **(C)** Summary of the time spent on the stimulated side during the pre- and post-test phase of sham (left panel) or LAS model (right panel) mice on day 7. **(D)** Summary of PEA scores of sham and LAS model mice on day 7. **(E)** Upper panels: representative pictures showing moving traces of mice from sham and LAS model groups during pre- and post-test phases on day 14. Lower panels: corresponding heat map showing the movements of mice. **(F)** Summary of the time spent on the stimulated side during the pre- and post-test phase of sham (left panel) or LAS model (right panel) mice on day 14. **(G)** Summary of PEA scores of sham and LAS model mice on day 14. **p < 0.01. *n* = 6 mice/group. Student's *t*-test was used for statistics.

### RNA-Seq analysis of ipsilateral DRG tissues from the LAS mouse model

We next performed gene expression profiling of DRG from LAS model mice vs. sham group mice by RNA-Seq on day 14. 

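The expression data cover 6 libraries of ipsilateral DRG taken on day 14, with 3 from sham mice and 3 from LAS model mice. Uchl1, a neuronal ubiquitin hydrolase, was at 2196 ± 125 FPKM (SD, n = 3) in sham and 2170 ± 45.1 FPKM (SD, n = 3) in LAS libraries. Sham replicate 3 stood apart from the other 5 libraries. On the first principal component, which held 57.2% of the variance, it lay at 47.6, and the next library, LAS replicate 1, at 7.97. Its mean correlation with the other libraries was 0.969, against 0.984 to 0.986 for the rest. It also held the highest level of all 15 tested genes of a skeletal muscle list. Acta1, which encodes skeletal muscle actin, was at 523 FPKM there and between 7.86 and 61.9 FPKM elsewhere.

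The authors deposited FPKM values per gene, which are normalized to gene length and library depth and are not counts. The reads of each library are listed in Table 1. The aligner and the genome build are not given in the sources used here. Nothing says how many animals a library holds, so p-values measure the spread between these 6 libraries. From the FPKM values, log2(FPKM + 0.1) was compared between LAS and sham by limma with a mean-variance trend, over 14006 genes with at least 0.5 FPKM in at least 3 libraries. Fold changes on this scale understate the change of low genes. A DEG had a Benjamini-Hochberg adjusted p of at most 0.05 and a fold of at least 1.5. Because 1 library differed this much, values are also given without sham replicate 3.

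**Figure D1:**
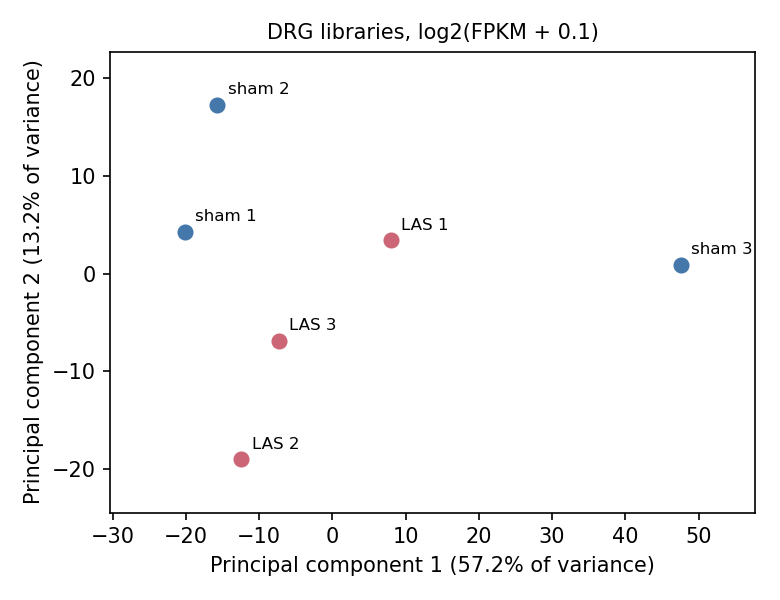
First and second principal components of the 6 DRG libraries, from log2(FPKM + 0.1) of the 14006 tested genes. Each point is a library, blue for sham and red for LAS, and sham replicate 3 lies at 47.6 on the first component.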

Ipsilateral L3–L5 DRG that innervates the affected hind limb was collected for RNA-Seq and bioinformatics analysis. Figure 5A indicates the overall workflow chart of these experiments. Each sample generated ~23.92 M (million) raw reads. The clean reads ratio for each sample was above 97.0%. 

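The table of expression values has 22064 gene rows, of which 19306 hold a value and 2758 are blank in every library. Of those with a value, 18623 genes were above 0 FPKM in at least 1 library and 683 were at 0 in all of them. Each library had 17178 to 17413 genes above 0 FPKM and 12740 to 13215 genes at 1 FPKM or more. Abundant transcripts included those of sensory neurons and their glia. Nefl, a neurofilament subunit, was at 1989 to 2227 FPKM. Apoe, made by satellite glia among other cells, was at 2279 to 2612 FPKM.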

Approximately 94% of total reads were successfully matched to the mouse genome, and a total of 22,064 genes were identified by the sequencing (Table 1). We then screened the differentially expressed genes (DEGs) by the criteria of fold change ≥1.5 or ≤-1.5, with an FDR *q*-value of ≤0.05. In total, we found 473 DEGs, which include 389 up and 84 downregulated genes. 

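Hes5 and Egr2, both transcription factors, had the smallest adjusted p, and they differed in direction. Hes5, a target of Notch signaling chosen here after its values were seen, was at 1.21 ± 0.0252 FPKM (SD, n = 3) in sham and 2.43 ± 0.133 FPKM (SD, n = 3) in LAS libraries. Egr2, which acts in myelinating Schwann cells, was at 15.3 ± 0.798 FPKM (SD, n = 3) in sham and 8.29 ± 1.24 FPKM (SD, n = 3) in LAS libraries. Its log2 fold change was -0.88 (standard error 0.12, adjusted p = 0.862 from limma). Pdk4, an inhibitor of pyruvate dehydrogenase, was at 3.26 ± 0.552 FPKM (SD, n = 3) in sham and 1.43 ± 0.275 FPKM (SD, n = 3) in LAS libraries. None of these genes passed the test after adjustment.

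Over all 6 libraries, 0 genes were called higher and 0 lower by limma at the thresholds for DEGs. At an unadjusted p of at most 0.05 there were 495 genes, 311 higher and 184 lower, where chance alone gives about 700 of the 14006 tested. The LAS and sham libraries did not overlap in 825 higher and 534 lower genes, which is 9.70% of those tested, and chance gives 10%. With sham replicate 3 left out, limma again called 0 genes, with 1425 at an unadjusted p of at most 0.05 and a smallest adjusted p of 0.137. In simulated data with the spread of the 6 libraries, the same test called 84.3% of genes changed by 1 on the log2 scale. Of the 269 tested DEGs of the authors' table, simulated at the fold changes given there, it called 3.27%. In 5 libraries without sham replicate 3 it called 21.7%. The 84.3% drew on all tested genes, whose median SD was 0.123 (log2), against 0.727 for the 269. Simulated genes vary independently, so these shares do not decide on low power.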

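The 15 genes with the largest rises and the 15 with the largest falls in the authors' comparison were expressed at very low levels. The highest value of any library was 0.69 FPKM among the first and 0.71 FPKM among the second, and none of the 30 reached the level needed for testing. Krt5, a keratin of basal skin cells, was listed at 0 in the 3 sham libraries and in LAS replicate 1, and at 0.47 and 0.51 FPKM in LAS replicates 2 and 3. Gata6, a transcription factor, was listed at 0 in every sham library and at 0.05 to 0.12 FPKM in LAS libraries. Of the first 15 genes, 9 were listed at 0 in all sham libraries and 4 were above 0 in a single library. Of the second 15, 14 were listed at 0 in all LAS libraries and 5 were above 0 in a single library. Ttc30a2 was at 0.71, 0 and 0.66 FPKM in the sham libraries and listed at 0 in every LAS library. No fold is given against a group listed at 0.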

The top 15 up and downregulated DEGs are further illustrated in Tables 2, 3, respectively. All these DEGs were further illustrated by volcano plot and heat map as shown in Figures 5B, C. To better understand the molecular mechanisms underlying the pain of the LAS model mice, we performed gene ontology (GO) analysis. The results of the GO analysis are shown in Figures 5D–F. As can be seen, the most enriched biological processes include immune response and positive regulation of gene expression (Figure 5D). 

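MHC class II genes, which present antigen to helper T cells, were lower in LAS libraries for 5 of 6 tested members, while the direction of interferon response and myeloid genes depended on which libraries were kept. The MHC class II list fell relative to other genes (mean log2 fold change -0.24, adjusted p = 2.8e-04 from camera, adjusted p = 0.73 with an estimated correlation). H2-Ab1 was at 27.9 ± 2.85 FPKM (SD, n = 3) in sham and 20.9 ± 1.96 FPKM (SD, n = 3) in LAS libraries. All 6 members were highest in sham replicate 3, and without it the mean log2 fold change was -0.15 (adjusted p = 0.045 from camera, adjusted p = 0.92 with an estimated correlation). The list did not pass without sham replicate 3 and LAS replicate 1 (-0.14, adjusted p = 0.12) or LAS replicate 2 (-0.15, adjusted p = 0.075). The wider Reactome set of MHC class II antigen presentation, with 71 tested genes, did not pass (adjusted p = 0.65 from camera). Of 16 interferon response genes, 14 were lower (mean log2 fold change -0.23, adjusted p = 0.0071 from camera, adjusted p = 0.97 with an estimated correlation), and 15 of the 16 were highest in sham replicate 3. Without that library 9 were higher and 7 lower (mean log2 fold change 0.06, adjusted p = 0.89 from camera), and with LAS replicate 1 also left out the list was lower (-0.07, adjusted p = 0.031 from camera, adjusted p = 0.63 with an estimated correlation). The interferon list did not pass without LAS replicate 2 (mean log2 fold change -0.14, adjusted p = 0.17) or LAS replicate 3 (-0.17, adjusted p = 0.075) either.

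The 24 tested genes of neutrophils and bone marrow myeloid cells had a mean log2 fold change of -0.07 over the 6 libraries (adjusted p = 0.89 from camera), and all 24 were highest in sham replicate 3. S100a8, a neutrophil calcium-binding protein, was at 550 FPKM there, at 17.7 and 24.3 FPKM in sham replicates 1 and 2, and at 26.7 to 109 FPKM in LAS libraries. When it was left out all 24 were higher in LAS libraries, and the list rose (mean log2 fold change 1.33, adjusted p = 2.4e-10 from camera, adjusted p = 0.92 with an estimated correlation). In that comparison 15 members passed when adjusted over the list alone and 0 over all genes. Without sham replicate 1 the list was lower instead (mean log2 fold change -0.89, adjusted p = 0.0072 from camera, adjusted p = 0.93 with an estimated correlation). Macrophage genes (adjusted p = 0.11), chemokines (adjusted p = 0.12) and brown fat genes (adjusted p = 0.11) did not pass camera over the 6 libraries. Without sham replicate 2 macrophage genes (mean log2 fold change -0.36, adjusted p = 7.5e-06 from camera, adjusted p = 0.61 with an estimated correlation) and chemokines (-0.22, adjusted p = 0.016 from camera, adjusted p = 0.77 with an estimated correlation) passed as lower. Chemokines also passed as lower without LAS replicate 1 (-0.19, adjusted p = 0.013 from camera, adjusted p = 0.68 with an estimated correlation), and without sham replicate 3 the means were 0.11 for macrophage genes and 0.10 for chemokines.

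**Figure D2:**
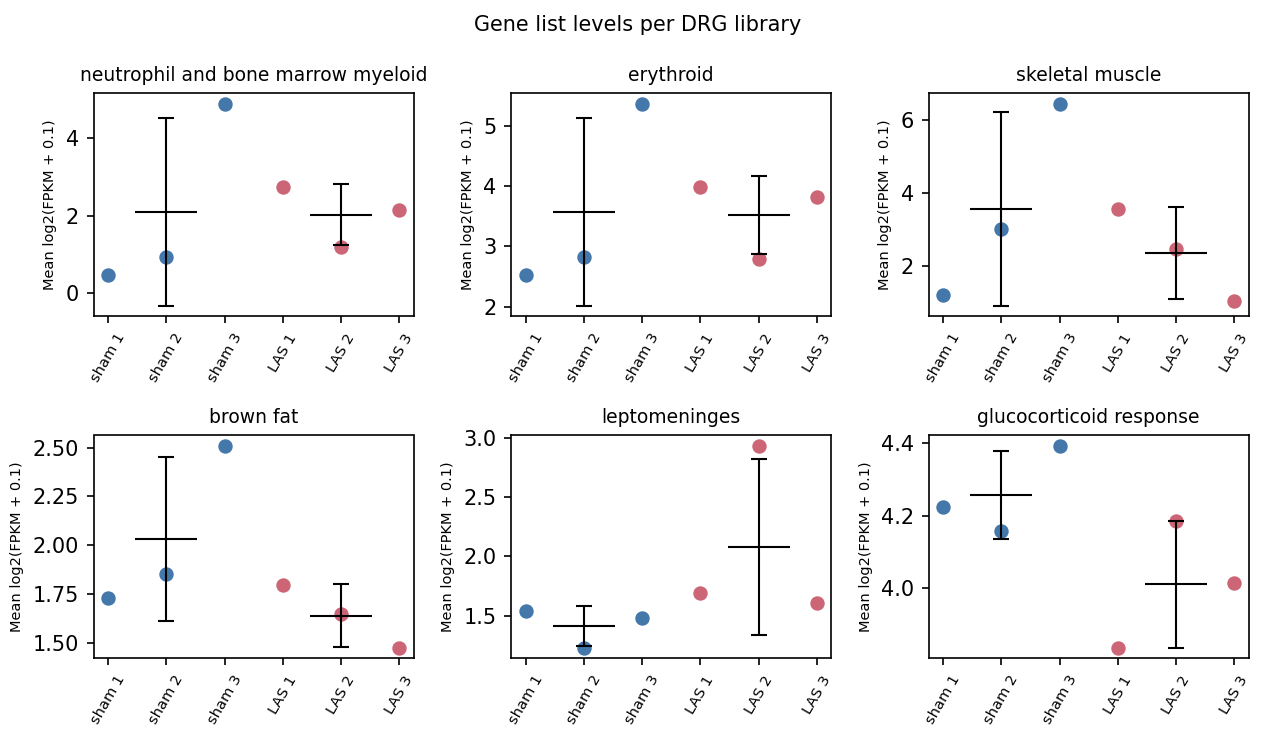
Mean log2(FPKM + 0.1) of the tested genes of 6 lists in each DRG library. Points are libraries, blue for sham and red for LAS, and black lines are the group mean and SD (n = 3). The neutrophil list is at 4.90 in sham replicate 3 and at 0.46 to 2.75 in the other 5 libraries.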

The mostly enriched molecular function included transcription regulatory region sequence and integrin binding (Figure 5E). 

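Genes induced by glucocorticoids, several of which encode transcriptional regulators, were lower on average in LAS libraries, though the groups overlapped. The list's mean log2 level was 3.83 to 4.18 in LAS and 4.16 to 4.39 in sham libraries. Of 18 tested members 13 were lower, and the list fell relative to other genes (mean log2 fold change -0.25, adjusted p = 1.1e-07 from camera, adjusted p = 0.73 with an estimated correlation). When adjusted over the list alone 7 members fell and 0 rose, and over all genes 0 passed. Ddit4, an inhibitor of mTOR signaling, was at 35.5 ± 0.684 FPKM (SD, n = 3) in sham and 27.3 ± 1.44 FPKM (SD, n = 3) in LAS libraries. The list also fell without sham replicate 3 (mean log2 fold change -0.18, adjusted p = 1.0e-04 from camera, adjusted p = 0.92 with an estimated correlation) and without LAS replicate 1 (-0.16, adjusted p = 3.7e-04 from camera, adjusted p = 0.68 with an estimated correlation). Without both it was at -0.09 (adjusted p = 0.010 from camera, adjusted p = 0.63 with an estimated correlation). Immediate early genes, which respond to cell activity and many of which encode transcription factors, also fell, with 16 of 22 lower (mean log2 fold change -0.16, adjusted p = 0.014 from camera, adjusted p = 0.87 with an estimated correlation). This list did not pass without sham replicate 3 (mean log2 fold change -0.09, adjusted p = 0.22) or without LAS replicate 1 (-0.10, adjusted p = 0.19).

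The Reactome set of integrin cell surface interactions, with 67 tested genes, did not pass (adjusted p = 0.96 from camera). Over the 6 libraries 0 of the 843 sets passed. Camera tests a shift of a set in a single direction, while the paper's enrichments are of gene ontology terms among DEGs of both directions. Leaving out sham replicate 3, 69 sets passed as higher and 1 as lower, led by ribosomal sets such as peptide chain elongation (mean log2 fold change 0.11). None of these passed with an estimated correlation. Over the 6 libraries peptide chain elongation was lower instead (-0.07), with 12 of 84 genes higher. Without sham replicate 1, 7 sets passed as higher and 68 as lower, and without sham replicate 2, 5 as higher and 49 as lower. The 13 erythroid genes, hemoglobin among them, were all highest in sham replicate 3 and had a mean log2 fold change of -0.04 (adjusted p = 0.93 from camera). Without that library all 13 were higher (mean log2 fold change 0.85, adjusted p = 1.1e-04 from camera, adjusted p = 0.92 with an estimated correlation).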

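Of 20 tested fibroblast and matrix genes 6 were higher and 14 lower in LAS libraries, and the list did not pass over the 6 libraries (mean log2 fold change -0.05, adjusted p = 0.34 from camera). Without LAS replicate 2 it was lower (mean log2 fold change -0.19, adjusted p = 0.0018 from camera, adjusted p = 0.90 with an estimated correlation), as without both sham replicate 3 and LAS replicate 2 (-0.20, adjusted p = 4.9e-04 from camera, adjusted p = 0.87 with an estimated correlation). The mean was above 0 without sham replicate 1 (0.05) or LAS replicate 1 (0.08), where it did not pass. Dcn, which encodes the matrix proteoglycan decorin, was at 298 ± 63.2 FPKM (SD, n = 3) in sham and 292 ± 51.2 FPKM (SD, n = 3) in LAS libraries. Cartilage genes (adjusted p = 0.94 from camera) and genes of osteoblasts and bone matrix (adjusted p = 0.46 from camera) did not pass either. The Reactome set of extracellular matrix organization, with 196 tested genes, had an adjusted p of 0.89 from camera.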

The most enriched cellular components among total DEGs included extracellular space and extracellular region (Figure 5F). We further aimed to explore the genes related to pain processing in DRG from the LAS model mice. We retrieved the dataset for pain-related genes and compared it with the DEGs we identified from our RNA-Seq (Chung et al., 2016). In this way, we identified 17 DEGs that are potentially related to pain mechanisms (Figure 5G). 

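Of the 17 genes named in Fig. 5H, 9 had a higher mean log2 level in LAS libraries and 8 a lower one. Sgk1 and Per1, both on the glucocorticoid response list, were lower in each LAS library than in each sham library. Sgk1, a kinase that regulates ion channels, was at 19.0 ± 4.19 FPKM (SD, n = 3) in sham and 12.0 ± 0.836 FPKM (SD, n = 3) in LAS libraries. Per1, a circadian clock gene, was at 19.8 ± 2.06 FPKM (SD, n = 3) in sham and 13.6 ± 2.17 FPKM (SD, n = 3) in LAS libraries. Ptgds, a prostaglandin D synthase abundant in meninges, was at 1073 FPKM in LAS replicate 2 and at 143 to 237 FPKM in the other 5 libraries.

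The names were read from the picture and were chosen by the study on these libraries, so their directions are not independent evidence and no set test was run. The test covered 12 of the 17, of which 0 passed with adjustment over all genes (adjusted p = 1.00 from limma for Sgk1 and for Per1). Sham replicate 3 held the highest level of 9 of the 17. Without it, 12 were higher and 5 lower, and again 0 passed after adjustment.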

Protein–protein interaction (PPI) analysis was further performed on these 17 genes, and the major hub identified from the network included *Mmp9, Pparg*, and *Gfap* (Figure 5H). These data suggest that pain-related genes were identified from the DRG of LAS model mice. These genes may contribute to ankle sprain-induced pain.

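Gfap, an intermediate filament of astrocytes and activated satellite glia, was at a low level in DRG. It was at 1.21 ± 0.402 FPKM (SD, n = 3) in sham and 0.69 ± 0.444 FPKM (SD, n = 3) in LAS libraries. Its log2 fold change was -0.82 (standard error 0.41, adjusted p = 1.00 from limma). Of the other hubs, Mmp9 and Pparg both had their highest level in sham replicate 3. From the pain-related DEGs and their network, the paper proposes that these genes may contribute to pain after ankle sprain.

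**Figure D3:**
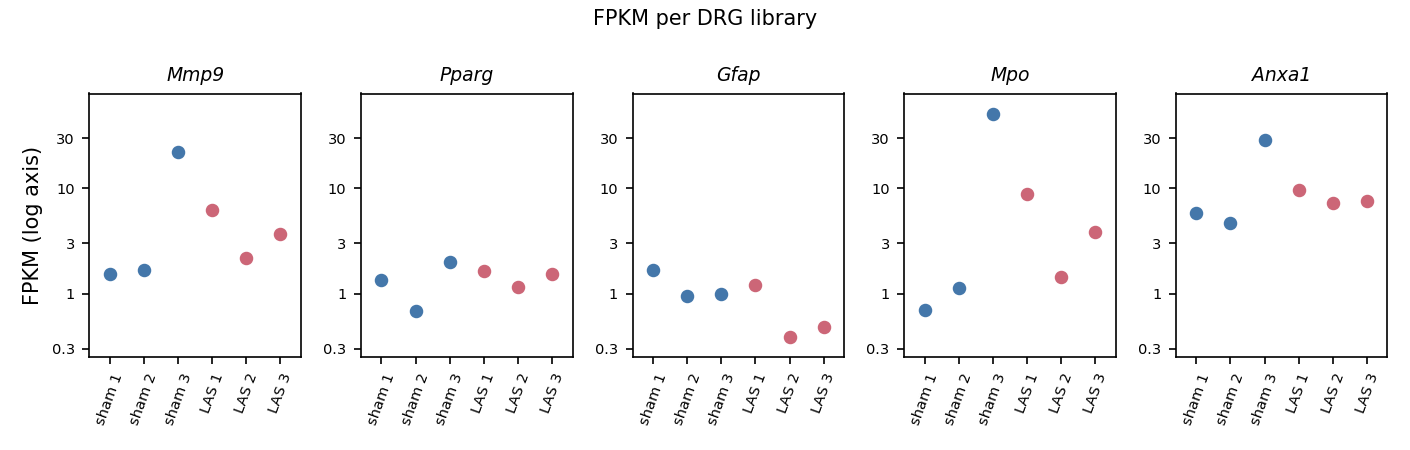
FPKM of Mmp9, Pparg, Gfap, Mpo and Anxa1 in each DRG library, on a log axis. Each point is a library, blue for sham and red for LAS. Gfap is at 0.95 to 1.67 FPKM in sham libraries, LAS replicate 1 lies within that range, and LAS replicates 2 and 3 are at 0.39 and 0.48 FPKM.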

**Figure 5:**
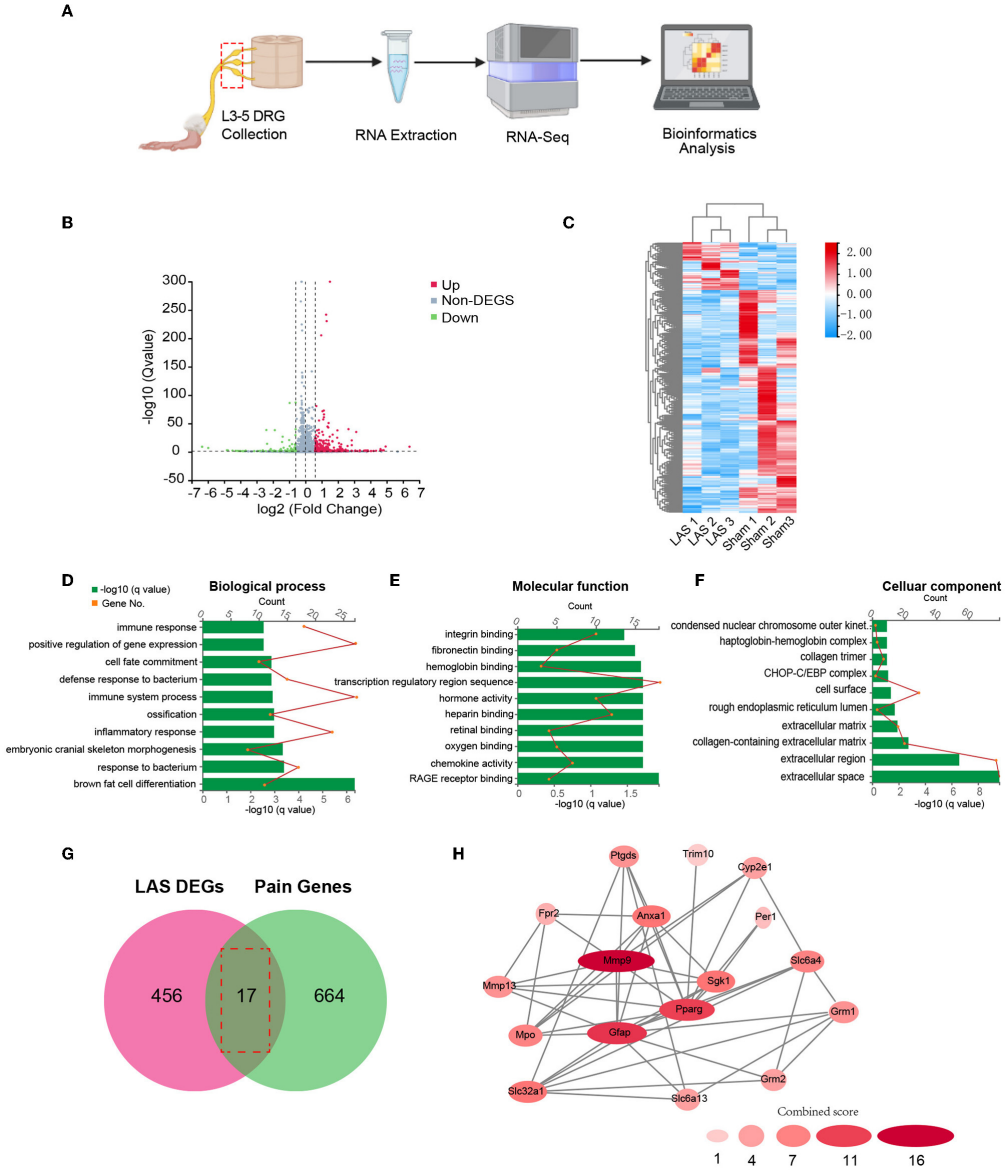
Gene expression profiling of ipsilateral dorsal root ganglia of sham and LAS model mice using RNA-Seq. **(A)** Flow chart showing ipsilateral L3–L5 DRG collection, RNA extraction, RNA-Seq, and bioinformatics analysis of this study. **(B)** Volcano plot illustrates gene expressions of the LAS model group vs. Sham group. Red and green dots represent up and downregulated DEGs, respectively. Non-DEGs were indicated by gray color. **(C)** Hierarchical clustering of overall gene expression of the LAS model group vs. Sham group shown by heat map. **(D–F)** GO pathway analysis of all DEGs. The top 10 significantly enriched biological processes **(D)**, molecular functions **(E)**, and cellular components **(F)** of all DEGs were listed. **(G)** Overlapping of DEGs with pain-related genes. **(H)** PPI network analysis of DEGs overlapped with pain-related genes.

**Table 1:** Information on total reads and mapping ratio for Sham and LAS groups in RNA-Seq.

**Sample**	**Total raw reads (M)**	**Total clean reads (M)**	**Total clean bases (Gb)**	**Clean reads Q20 (%)**	**Clean reads Q30 (%)**	**Clean reads ratio (%)**
LASDRG1	23.92	23.81	1.19	97.32	92.87	99.52
LASDRG2	23.92	23.78	1.19	97.26	92.68	99.38
LASDRG3	23.92	23.78	1.19	97.32	92.83	99.39
ShamDRG1	23.92	23.82	1.19	97.41	93.12	99.55
ShamDRG2	23.92	23.83	1.19	97.27	92.77	99.61
ShamDRG3	23.92	23.82	1.19	97.22	92.64	99.56

**Table 2:** The Detailed Information of the top 15 up-regulated DEGs.

**Upregulated gene**	**Gene ID**	**Log2 fold change**	***Q*-value**	**Official gene name**
*Krt5*	110308	6.397402978	5.86E-10	Keratin 5
*Gm6943*	629055	4.928416993	2.77E-10	Predictedgene, 6943
*Gm37013*	100384868	4.805140956	0.00116316	Predictedgene, 37013
*Gm40378*	105244844	4.803048577	0.001175299	Predictedgene, 40378
*Gm38667*	103611159	4.741010619	0.001610817	Predictedgene, 38667
Gm10408	100041840	4.617862388	0.002866511	Predicted gene, 10408
*Krt84*	16680	4.612495878	8.02E-06	Keratin 84
*Edar*	13608	4.603507095	0.003057919	Ectodysplasina receptor
*Alx3*	11694	4.340472689	0.008991439	Arista less-like homeobox 3
*DXBay18*	574405	4.188469596	0.015475723	PWWP domain containing 4B
*Dcstamp*	75766	4.188469596	0.015475723	Dendrocyte expressed seven transmembrane protein
*Mup10*	100039008	4.038246509	0.025081434	Major urinary protein 10
*Hoxc13*	15422	4.018544594	0.026533848	Homeobox C13
*Trpc2*	22064	3.838212778	0.044169452	Transient receptor potential cation channel, subfamily C, member 2
*Gata6*	14465	3.825899516	0.002228361	GATA binding protein 6

**Table 3:** The detailed information of the top 15 down-regulated DEGs.

**Downregulated gene**	**Gene ID**	**Log2 fold change**	**Q value**	**Official gene name**
*Ttc30a2*	620631	−6.361353569	7.43E-10	Tetratricopeptide repeat domain 30A2
*Gm46340*	108167989	−6.359967029	7.56E-10	Predicted gene, 46340
*Htd2*	109729085	−5.982807299	9.19E-08	Hydroxyacyl-thioester dehydratase HTD2
*Gm52417*	115489097	−4.833454243	9.10E-04	Predicted gene, 52417
*Gm42427*	115490184	−4.7774301	0.001228705	Predicted gene, 42427
*Gm21104*	100861647	−4.491151248	0.004645249	Predicted gene, 21104
*Xlr3c*	22446	−4.297601148	0.009932256	X-linked lymphocyte-regulated 3C
*Gm33933*	102637020	−4.198686122	0.014165461	Predicted gene, 33933
*Gm906*	380882	−4.127132861	0.018029292	Predicted gene, 906
*LOC101055672*	101055672	−4.038038934	0.024019665	Nuclear body protein SP140-like
*Gm8220*	666660	−3.997595108	0.026993597	Predicted gene 8220
*Gm45929*	105980076	−3.876758027	0.038265773	Myocyte enhancer factor 2B like
*Gm6749*	105242736	−3.84341077	0.041981288	Predicted pseudogene 6749
*Bcl2a1d*	12047	−3.788810328	0.048322007	B cell leukemia/lymphoma 2 related protein A1d
*Lrit3*	242235	−3.681895124	0.004278925	Leucine-rich repeat, immunoglobulin-like and transmembrane domains 3

### LAS model mice showed increased c-Fos and p-ERK immunoreactivity as well as glial cell overactivation in the ipsilateral spinal cord dorsal horn

The spinal cord is vital for pain signal integration and relay to the higher brain regions (Gao and Ji, 2010; Hu et al., 2020). Therefore, we continued to examine the spinal neuronal and glial cell activities in LAS model mice. Immunostaining identified that the number of c-Fos positively labeled neurons was significantly increased in the ipsilateral spinal cord dorsal horn (SCDH) of LAS model mice compared with sham group mice on day 14 (Figure 6A). In addition, the immune reactivity for GFAP (a marker for astrocyte) and CD68 (a marker for spinal microglia) was significantly enhanced in ipsilateral SCDH of LAS model mice compared with sham group mice (Figures 6B, C). Moreover, we examined immunostaining of p-ERK, a molecule important for central sensitization and chronic pain (Gao and Ji, 2009). The immune reactivity for p-ERK was significantly increased in ipsilateral SCDH of LAS model mice vs. sham group mice (Figure 6D).

**Figure 6:**
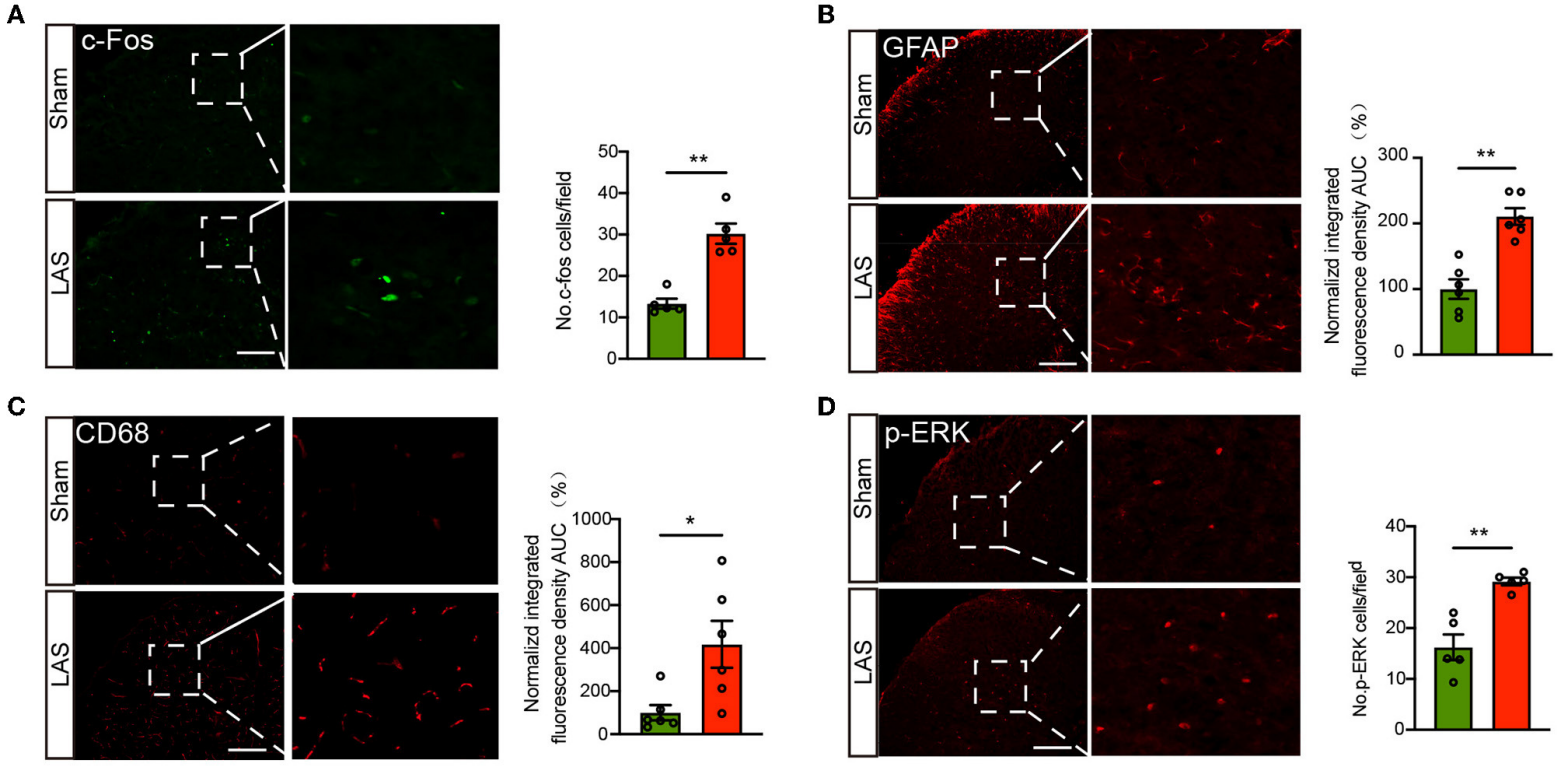
LAS model mice showed increased c-Fos and p-ERK immunoreactivity as well as glial cell overactivation in the ipsilateral spinal cord dorsal horn. **(A)** Left panel: representative pictures showing c-Fos staining of spinal cord dorsal horn (SCDH) of sham and LAS model groups. Summary is shown on the right. **(B)** Left panel: representative pictures showing GFAP staining of SCDH of sham and LAS model groups. Summary is shown on the right. **(C)** Left panel: representative pictures showing CD68 staining of spinal cord dorsal horn (SCDH) of sham and LAS model groups. Summary is shown on the right. **(D)** Left panel: representative pictures showing p-ERK staining of SCDH of sham and LAS model groups. Summary is shown on the right. **p < 0.01, *p < 0.05. *n* = 5–6 mice/group. Student's *t*-test was used for statistics.

### Ibuprofen reduced pain in LAS model mice

Non-steroidal anti-inflammatory drugs were commonly used to relieve ankle sprain-induced pain in human patients (Osborne and Rizzo, 2003). To further verify the translational significance of this model, we tested whether ibuprofen could alleviate pain-related behavior in LAS model mice. Ibuprofen (30 mg/kg, i.p.) or vehicle was administered to LAS model mice once daily starting from day 8 (Figure 7A). Ibuprofen treatment significantly inhibited mechanical hypersensitivity of LAS model mice (Figure 7B). AUC analysis shows the integrated effects of ibuprofen on LAS model mice (Figure 7C). This result indicates that the LAS model mice respond to drugs clinically used to treat ankle sprain pain.

**Figure 7:**
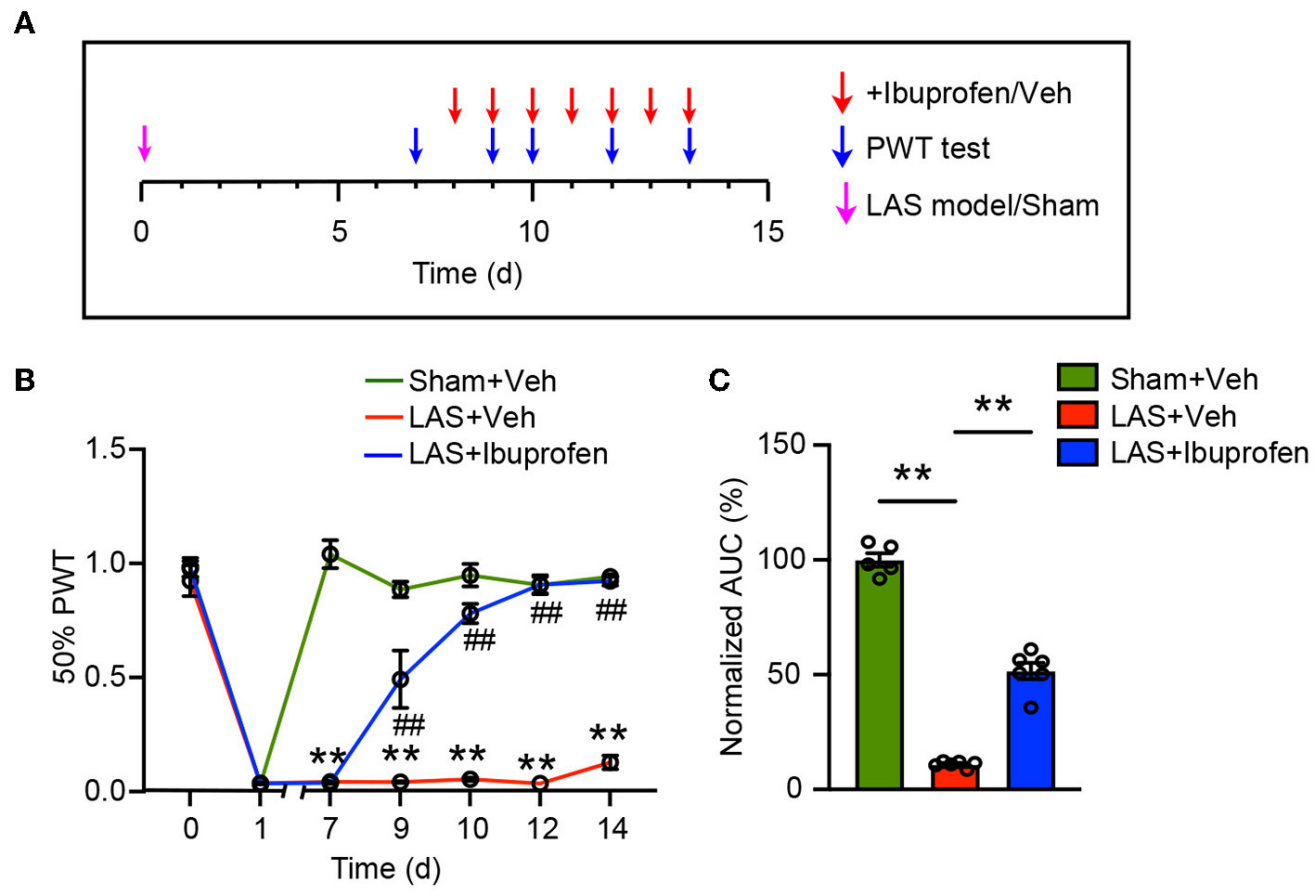
Mechanical pain in LAS model mice can be attenuated by ibuprofen. **(A)** Schedule for ibuprofen/vehicle treatment and PWT measurement. **(B)** Time course showing the effect of ibuprofen (30 mg/kg, i.p.) on mechanical pain hypersensitivity of LAS model mice. **p < 0.01 vs. Sham+Veh group. ^##^*p* < 0.01 vs. LAS + Veh group. **(C)** AUC analysis of curves in **(B)**. **p < 0.01. *n* = 5–6 mice/group. Two-way ANOVA followed by Tukey's *post-hoc* test was used for statistics in **(B)**. One-way ANOVA followed by Bonferroni's *post-hoc* test was used for statistics in **(C)**.

## Discussion

Here, we established the LAS mouse model to mimic ankle sprain. We systematically evaluated pain-related behaviors in this mouse model. The LAS model mice developed obvious signs of mechanical and heat hypersensitivities as well as gait impairments in ipsilateral hind paws. LAS model mice also developed signs of pain-related emotional disorder, including aversion and anxiety. By RNA-Seq, we identified the DEGs and pathways that might contribute to the pain mechanisms of LAS model mice. In addition, LAS model mice also showed increased c-Fos and p-ERK immunoreactivity as well as glial cell overactivation in the ipsilateral SCDH. Finally, the LAS model mice respond to ibuprofen, a drug clinically used to treat ankle sprain pain. Therefore, we demonstrate that the LAS model mice showed persistent pain-related behavior that responds to clinically active drugs and may, therefore, be used to find novel targets or therapies for ankle sprain.

We found that LAS model mice presented with mechanical pain hypersensitivity that could last 1 week. This observation is consistent with one study showing that patients with acute ankle sprain showed signs of mechanical pain hypersensitivity (Ramiro-Gonzalez et al., 2012). In addition, we also observed heat pain hypersensitivity but not cold pain hypersensitivity in LAS model mice. Moreover, the LAS model mice also developed obvious signs of mechanical pain-related aversion behavior. NSAIDs are the most frequently used drugs clinically to relieve ankle pain in ankle sprain patients (Kosik et al., 2020). Here we found that ibuprofen can effectively attenuate mechanical pain hypersensitivity in LAS model mice. Therefore, our study provided a comprehensive evaluation of pain-related behavior in a mouse model of ankle sprain. These data indicate that this mouse model of ankle sprain may be further used for screening potential targets for treating ankle sprain-induced pain.

Emerging evidence indicate that sex-dimorphic mechanisms may mediate specific chronic pain condition (Chen et al., 2018). In clinical settings, females usually have a higher incidence of ankle sprains (Doherty et al., 2014). Therefore, in this study, we explored the pain-related behavior of female mice with ankles to see if a sex-dimorphic phenomenon may occur. Our study showed that female LAS model mice developed a similar degree of mechanical and heat pain hypersensitivities but no cold pain hypersensitivity after modeling. This result shows consistency with the results obtained in male mice. Thus, our results indicate that LAS model mice can develop mechanical and heat pain hypersensitivities, regardless of sex differences.

To investigate the potential mechanisms of pain in LAS model mice, we performed RNA-Seq of ipsilateral DRG of sham and LAS model mice groups. GO analysis found that the most enriched biological process includes immune response and positive regulation of gene expression. The immune response can trigger neuroinflammation, a critical process for peripheral sensitization, and contributes to chronic pain mechanisms. By RNA-Seq, we found several genes associated with the pain process that was upregulated in our study. *Mmp9* gene was among one of the DEGs we identified. 

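Mmp9 was at 6.19, 2.19 and 3.66 FPKM in the LAS libraries and at 1.55, 1.66 and 22.0 FPKM in the sham libraries. The mean was 4.01 ± 2.02 FPKM (SD, n = 3) in LAS and 8.40 ± 11.8 FPKM (SD, n = 3) in sham libraries. Its log2 fold change was -0.08 (standard error 0.99, adjusted p = 1.00 from limma). Every LAS library was above sham replicates 1 and 2, and without sham replicate 3 the log2 fold change was 1.15 (standard error 0.37, adjusted p = 0.42 from limma).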

Matrix metallopeptidase 9 (MMP9) is an enzyme in the zinc-metalloproteinases family that is involved in the degradation of the extracellular matrix (Ji et al., 2009). MMP9 is important for mediating neuroinflammation and participates in several neurological diseases including neuropathic pain (Kawasaki et al., 2008; Ji et al., 2009). It is reported that MMP9 is upregulated in the DRG of a mouse model of neuropathic pain. Moreover, MMP9 inhibition or genetic deletion attenuates neuropathic pain in the early phase. Mechanistic studies further reveal that MMP9 contributes to IL-1β activation in DRG, and MMP9 can be transported to central terminals in the spinal cord to activate microglia (Kawasaki et al., 2008). These findings imply a possible contribution of MMP9 in DRG to the pain mechanisms of LAS model mice by modulating pro-inflammatory cytokine production and activating spinal microglia. Future studies are needed to validate the protein expression as well as the activity of MMP9 in the DRG of LAS model mice.

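Mpo, which encodes myeloperoxidase, was at 8.78, 1.44 and 3.86 FPKM in the LAS libraries and at 0.70, 1.12 and 51.4 FPKM in the sham libraries. The mean was 4.69 ± 3.74 FPKM (SD, n = 3) in LAS and 17.7 ± 29.1 FPKM (SD, n = 3) in sham libraries. Its log2 fold change was 0.04 (standard error 1.55, adjusted p = 1.00 from limma). It was 1.94 without sham replicate 3 (standard error 0.65, adjusted p = 0.43 from limma), and each LAS library lay above both remaining sham libraries. Mpo and Mmp9 are both on the neutrophil list, whose estimated correlation between genes was 0.979. Their changes are therefore not separate evidence.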

In our study, the expression of *Mpo* is upregulated in ipsilateral DRG of LAS model mice. *Mpo* is a gene encoding myeloperoxidase, which is most abundantly expressed in neutrophil granulocytes and often used as a quantitative indicator for neutrophil activity (Rizo-Tellez et al., 2022). Neutrophil infiltration in DRG has been reported in experimental autoimmune encephalomyelitis (EAE) model mice and in chemotherapy-induced peripheral neuropathy (CIPN) model mice (Harada et al., 2019; Wang et al., 2023). Neutrophils may contribute to the mechanical allodynia of these model mice by releasing elastase, forming neutrophil extracellular traps (NETs), or producing excessive oxidative stress (Zhang et al., 2019; Yin et al., 2020b; Wang et al., 2023). These studies demonstrated the critical role of neutrophil infiltration in DRG in contributing to the pain mechanisms. Given the fact that neutrophil is considered an emerging type of cell participating in chronic pain, therefore, our findings suggest that neutrophil infiltration in DRG may be another possible mechanism underlying ankle sprain-induced pain. Further experiments will be needed to validate this observation from RNA-Seq.

*Pparg* encodes peroxisome proliferator-activated receptor-gamma isoform, which is a ligand-activated transcription factor belonging to a nuclear hormone receptor superfamily. PPAR ligands can produce anti-neuroinflammation activity by preventing the upregulation of inflammatory mediators (Maeda and Kishioka, 2009). Studies have shown that PPAR ligands can reduce animal models of inflammatory pain and neuropathic pain (Maeda and Kishioka, 2009). More specifically, PPARγ agonists can alleviate a variety of pain conditions, including trigeminal neuropathic pain, post-operative pain, and chemotherapy-induced peripheral neuropathic pain (Lyons et al., 2017; Santos et al., 2022; Zhang M. et al., 2022). In some studies, it has been found that PPARγ expression is decreased and contributes to pain mechanisms. However, in this study, we found that *Pparg* gene expression is significantly increased in ipsilateral DRG of LAS model mice. 

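Pparg was at 1.44 ± 0.261 FPKM (SD, n = 3) in LAS and 1.35 ± 0.655 FPKM (SD, n = 3) in sham libraries, and the groups overlapped. Its log2 fold change was 0.19 (standard error 0.35, adjusted p = 1.00 from limma). The log2 fold change was 0.51 without sham replicate 3 (standard error 0.29, adjusted p = 0.58 from limma). Of 18 tested adipocyte genes, a list that includes Pparg, 16 were highest in sham replicate 3, and the list did not pass over the 6 libraries (adjusted p = 0.93 from camera). Without that library it rose, with 15 of 18 higher (mean log2 fold change 0.83, adjusted p = 6.4e-04 from camera, adjusted p = 0.94 with an estimated correlation). When each library was left out, the list's mean ranged from -0.31 to 0.83. It was below 0 without sham replicate 2 or LAS replicate 2.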

We are not clear on how to explain this contradiction. It could be possible that *Pparg* gene expression upregulation is an endogenous countermeasure against pain conditions in LAS model mice, which is reminiscent of endogenous opioids that are upregulated when pain occurs. Some similar findings were also observed in animal models of peripheral nerve injury in which the expression of PPARγ was elevated and may act to protect neurons from nerve injuries (Cao et al., 2012; Zhu et al., 2013).

Annexin-A1 (ANXA1) is a glucocorticoid-regulated protein that is responsible for the anti-inflammatory effects of glucocorticoids. Growing evidence indicates that ANXA1 can produce analgesic effects in a variety of animal pain models (Chen et al., 2014). ANXA1 may initiate antinociception through mechanisms such as the inhibition of pro-inflammatory cytokine production, the inhibition of neutrophil migration to the inflammatory site, and the interruption of pain signal generation by reducing TRPV1 activity (Chen et al., 2014; Zhang et al., 2021). In some studies, it has been reported that the *Anax1* gene expression was increased under certain pain conditions (Wang et al., 2009; Fineschi et al., 2022). Here, in this study, we found that the expression of the *Anxa1* gene that encodes ANXA1 is significantly upregulated in the DRG of LAS model mice. These findings suggest that ANXA1 may serve as an endogenous machinery for counteracting pain. Therefore, further studies are still needed to confirm the protein expression of PPARγ and ANXA1 in DRG of LAS model mice and explore their potential pathophysiological significance in ankle sprain-induced pain.

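Anxa1 was at 9.74, 7.21 and 7.64 FPKM in the LAS libraries and at 5.84, 4.74 and 29.2 FPKM in the sham libraries. The mean was 8.20 ± 1.35 FPKM (SD, n = 3) in LAS and 13.3 ± 13.8 FPKM (SD, n = 3) in sham libraries. Its log2 fold change was -0.20 (standard error 0.63, adjusted p = 1.00 from limma). Each LAS library was above sham replicates 1 and 2, with a log2 fold change without sham replicate 3 of 0.62 (standard error 0.15, adjusted p = 0.35 from limma).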

Chronic pain is usually accompanied by astrocytes and microglia overactivation in the SCDH (Ji et al., 2016). The overactivation of these spinal glial cells contributes to glial–neuron crosstalk, which can promote neuroinflammation and central pain sensitization (Ji et al., 2016, 2018, 2019). In our present study, we found that LAS model mice showed obvious overactivation of microglia and astrocytes in ipsilateral SCDH. Furthermore, c-Fos is activated in SCDH neurons, indicating persistent noxious stimulation coming from the periphery. We also observed that p-ERK expression is significantly upregulated in ipsilateral SCDH of LAS model mice. It is well-established that p-ERK induction in neurons of SCDH is a critical step for the development of central sensitization, and p-ERK in SCDH is often used as a reliable marker for central sensitization (Gao and Ji, 2009). Thus, our findings indicate that central sensitization occurs in ankle sprain model mice. This finding further indicates that central sensitization may happen in individuals with ankle sprain.

Overall, we have characterized in detail the pain-relative behaviors of a mouse model of the lateral ankle sprain. We further performed expression profiling of gene expression changes and analyzed the key signaling pathways by RNA-Seq in the primary sensory ganglia of the model mice. Certain DEGs and signaling pathways have been identified as possibly contributing to the pain mechanism of LAS model mice. Thus, our study suggests that the LAS mouse model can be used as a preclinical animal model for screening potential targets for treating pain associated with ankle sprain. Our study further provides insights into the mechanistic exploration of ankle sprain-induced pain.

## Data availability statement

The original contributions presented in the study are publicly available. The RNA-Seq dataset has been deposited into the National Center for Biotechnology Information's Gene Expression Omnibus repository with accession number GSE230178. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230178.

## Ethics statement

The animal study was reviewed and approved by the Animal Ethics Committee of Zhejiang Chinese Medical University (Permission number: IACUC-20190819-04).

## Author contributions

YP, QH, YY, HN, CY, HW, and YT performed experiments and analyzed the data. QH, BoyuL, XH, and ZS participated in the model establishment. QH, JF, and BoyiL designed and supervised the study. YP and BoyiL wrote the manuscript. All authors reviewed the manuscript, read, and approved the final manuscript.

# Supplementary material for: Characterization of pain-related behaviors and gene expression profiling of peripheral sensory ganglia in a mouse model of acute ankle sprain
**Source:** Front Behav Neurosci. 2023 May 25;17:1189489. doi: 10.3389/fnbeh.2023.1189489
**Supplement:** Supplementary file 1

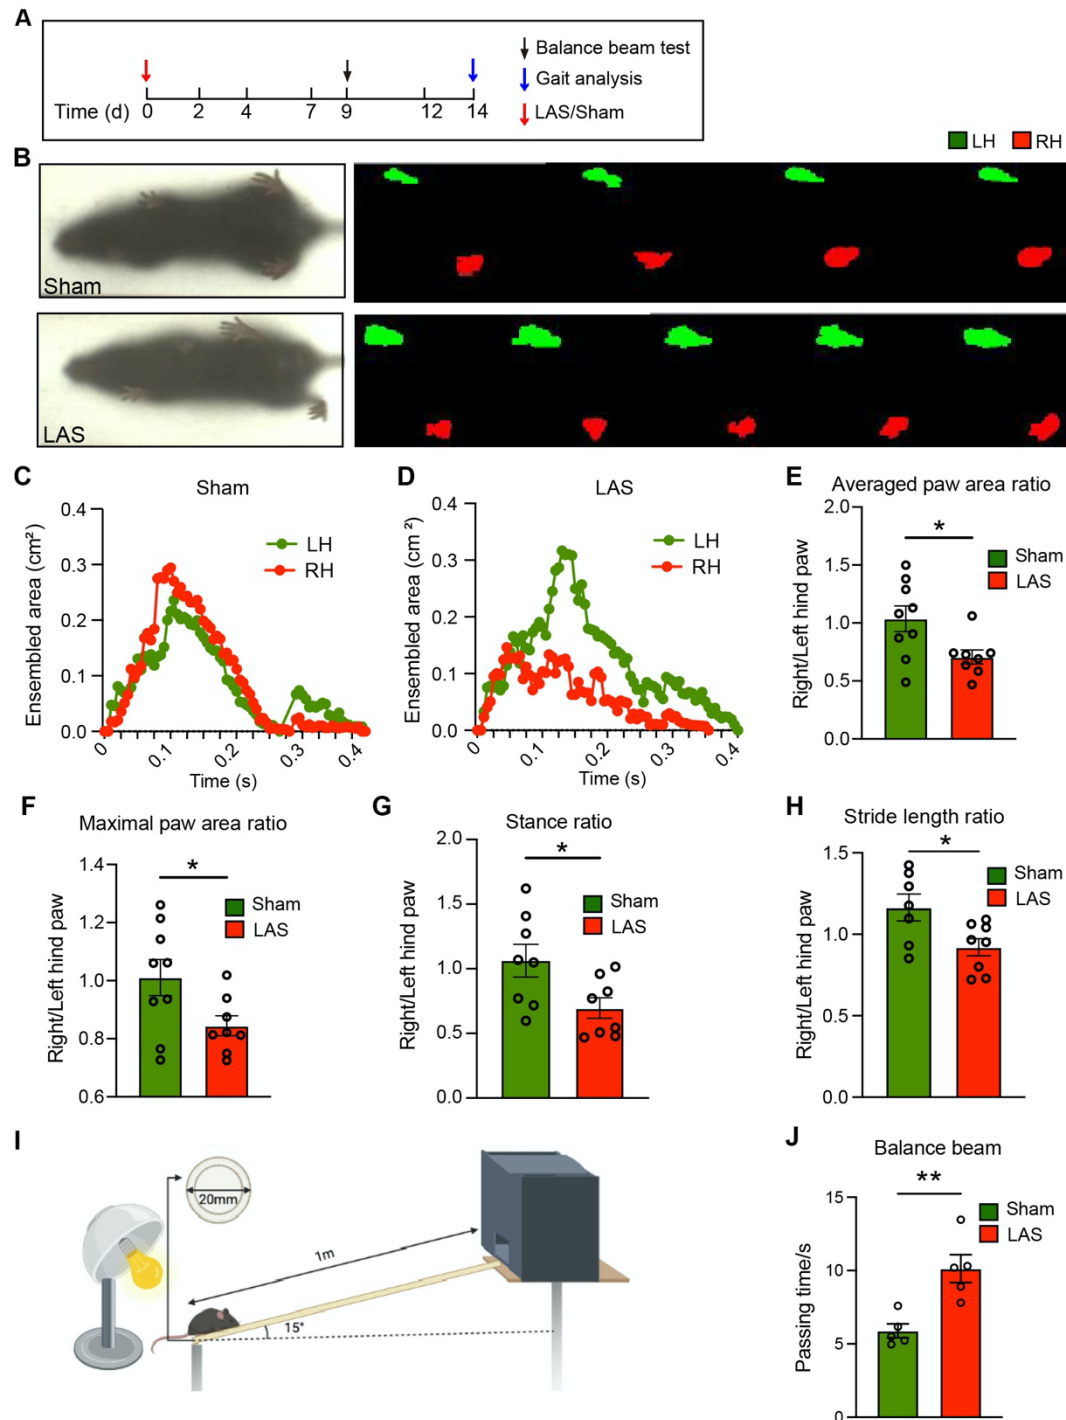

Suppl. Fig. 1 Gait and balance evaluation of LAS mouse model. (A) Time points for LAS model establishment, gait and balance analysis. (B) Representative pictures showing mice from sham and LAS model group recorded by gait analyzing system 14 days after model establishment. Left panel shows the bright field images of the mice on the treadmill. Right panel shows the series of hind paw prints being captured and analyzed. The letter LH or RH denote left or right hind paw respectively. (C&D)

Ensembled hind paw area of sham (C) and LAS model (D) mice. (E-H) Summary of averaged paw area ratio, maximal paw area ratio, stance ratio and stride length ratio of sham and LAS model mice. (I) Cartoon showing balance test of mice. (J) Summary for passing time from one end of the rod to the other side of sham and LAS model mice in the balance test. n=5-9 mice/group. **p<0.05. Student's *t* test was used for statistics in panel E-J.

How the deposited data were processed for this re-analysis (not part of the article)

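RNA of ipsilateral DRG from sham and LAS model mice on day 14 was measured in 6 libraries, 3 per group. The authors sequenced the libraries, aligned the reads to the mouse genome and deposited FPKM values per gene, rounded by them. The authors also deposited a p-value, a q-value and a log2 fold change per gene for LAS against sham, made by the authors with edgeR and limma-voom as their methods state. The aligner, the genome build and which libraries entered that comparison are not given in the sources used here. The column headers of the comparison call the sham side sham1, and what that label covers is not stated. Table 1 lists the reads of each library, and the FPKM values themselves carry no counts, so no counting interval is given. Libraries were matched to groups by their labels.

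From the FPKM values, log2(FPKM + 0.1) was tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend and Benjamini-Hochberg adjustment, over 14006 genes with at least 0.5 FPKM in at least 3 of the 6 libraries. The fold minimum of 1.5 follows the results section, and the absolute log2 fold change of 1.5 in the methods was an alternative. Gene lists were tested with camera at a preset correlation of 0.01, which compares a list with all other genes. The design, the alternatives and 33 gene lists were written before the data were examined, with the paper's tables and figures already seen, and 32 lists had a tested gene. The genes of the mitochondrial genome are the list without one. Reactome sets of 10 to 300 tested genes, from fgsea 1.28.0, stand in for gene ontology terms, which were not used here. Genes are named if the paper names them for these data, if they are the 4 with the smallest p in a list that passed or the 2 with the highest level in another list, or if they are Fos or Cd68. Outside this rule, Hes5 is named for its adjusted p after the values were seen, and Elane, Prtn3 and Ctsg as the precursor genes of a test chosen then. The 10 largest rises and falls among DEGs were also to be named, and there were none. The 5 Reactome sets with the smallest p in each direction are named too. Some genes that this rule takes are not reported here.

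The test was checked on simulated data with 200 changed genes and the spread of these libraries, in 20 simulations. At a log2 change of 1 it called 84.3% and at 2 it called 95.4%, with 2.72% of calls false. In a simulation added after the data were seen, 269 DEGs of the authors' table kept by the filter were set to the authors' fold changes, and it called 3.27% of them with the spread of the 6 libraries. Without sham replicate 3 it called 21.7% in 5 libraries and 26.7% in 6 libraries with the spread of those 5. In simulated data genes vary independently, which real genes do not. With 3 libraries against 3 the smallest p of an exact permutation test is 0.10, so single genes were not tested that way. Alternatives covered the pseudocount, the filter, scaling, the variance model, a replicate block, thresholds, the set test and leaving out each library. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 were used for the other comparisons. No coordinates are given, since no build is named.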

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

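The lists here concern genes that the paper does not discuss as groups. They passed camera over the 6 libraries at a preset correlation, and 0 of them passed with an estimated correlation or with fry. The tests of the neutrophil pattern below were chosen after the values were seen.

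Glucocorticoid response genes had a mean log2 fold change of -0.246, -0.158 without LAS replicate 1 and -0.090 without sham replicate 3 and LAS replicate 1 (adjusted p = 0.010). Leptomeningeal genes had 0.662, with 12 of 12 higher, and the list's mean level was 2.93 in LAS replicate 2 and 1.22 to 1.69 in the other 5 libraries. The mean log2 fold change fell to 0.233 without LAS replicate 2 (adjusted p = 0.017) and to 0.265 without sham replicate 3 and LAS replicate 2 (adjusted p = 0.075). MHC class II genes had -0.245, and -0.148 without sham replicate 3. Interferon response genes had -0.225, 0.064 without sham replicate 3 (adjusted p = 0.89) and -0.073 without sham replicate 3 and LAS replicate 1 (adjusted p = 0.031). Skeletal muscle genes had -1.21, all 15 highest in sham replicate 3, with 0.24 without that library and -0.55 without LAS replicate 3 (adjusted p = 0.29). Keratinocyte genes had 0.255, with 4 of 5 higher, and did not pass without sham replicate 1, 2 or 3 or LAS replicate 2 (adjusted p = 0.06 to 0.13). The real grouping passed 7 lists, and the highest of the other groupings passed 14. As large a number came in 9 of 10 groupings of the libraries into 3 and 3, the real one included. The number of lists passed therefore does not set the real grouping apart. With 10 groupings no share under 0.05 was possible.

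Neutrophil and erythroid genes stood highest in sham replicate 3, at 100% of the 37 tested members. A smaller share of neurons there would raise genes of other cell types alike, and is argued against as the source by the median excess over sham replicates 1 and 2, which was 4.22 (log2) larger for neutrophil than for endothelial genes. Nociceptor genes (-0.242), pain ion channels (-0.277) and receptors of opioids and mediators (-0.251) were lower there than in sham replicates 1 and 2, and DRG neuron genes less so (-0.059). Mature neutrophils alone are argued against by genes of their precursors (Mpo, Elane, Prtn3 and Ctsg). Their median log2 excess in sham replicate 3 over sham replicates 1 and 2 was 5.55, against 3.38 for genes of mature cells. In LAS libraries the median log2 rise over sham replicates 1 and 2 was 1.8 for precursor and 1.14 for mature genes. Bone marrow carried over with the ganglion is a candidate source that stays open. The values do not single it out. The median excess was 4.48 (log2) for skeletal muscle genes, against 4.35 for neutrophil genes. All 15 tested muscle genes and 16 of 18 adipocyte genes were also highest in sham replicate 3. A difference between animals was not tested.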

How the results depend on the processing

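The alternatives without both sham replicate 3 and a LAS library, and the authors' p-values over the filtered genes, were added after the data were seen. The number of DEGs was 0 higher and 0 lower by limma under every change of pseudocount, filter, scaling, variance model, fold minimum and left-out library. Without sham replicate 3 and LAS replicate 2, 6 genes had an adjusted p of at most 0.05 from limma with no fold minimum. Their fold changes are not given here. At an unadjusted p with the fold minimum of 1.5 there were 39 higher and 18 lower genes. The authors' p-values, adjusted over the filtered genes and taken with the authors' fold changes, gave 238 higher and 34 lower. Gene lists past camera went from 7 to 0 with an estimated correlation and to 0 with fry. Reactome sets went from 0 to 6 at a pseudocount of 1, 5 with no filter and 7 with the stricter filter, and ranged from 0 to 75 when each library was left out. Their direction depended on the library: 69 were higher and 1 lower without sham replicate 3, and 7 were higher and 68 lower without sham replicate 1. The cause was not tested.

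Nothing says that replicate numbers pair the libraries, and same-numbered deviations correlated at -0.407, 0.238 and -0.151. With the replicate block limma called 0 DEGs, camera passed 8 lists and 5 Reactome sets.

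Some lists changed direction. With library quality weights, where sham replicate 3 weighed 0.208, erythroid genes had a mean log2 fold change of 0.79 and neutrophil genes 1.12. When each library was left out, erythroid genes ranged from -0.57 to 0.85, neutrophil genes from -0.89 to 1.33, pain ion channels from -0.070 to 0.072, skeletal muscle from -2.39 to 0.24 and Schwann cell genes from -0.098 to 0.15. Without sham replicate 3 and LAS replicate 1, erythroid genes were at 0.62, neutrophil genes at 0.97, pain ion channels at -0.060, Schwann cell genes at 0.17 and interferon response genes at -0.073 (adjusted p = 0.031 from camera, 0.63 with an estimated correlation). Without sham replicate 3 and LAS replicate 2, they were at 1.22 for erythroid, 1.74 for neutrophil, 0.72 for B lineage, 0.14 for interferon response, -0.13 for nociceptor and -0.082 for pain ion channel genes. Pain ion channels passed as lower without sham replicate 3 alone and with LAS replicate 1 or 2 also left out (adjusted p = 0.0096, 0.021 and 0.0060 from camera, 0.92, 0.63 and 0.86 with an estimated correlation). Without sham replicate 3 osteoclast genes passed as higher (0.45, adjusted p = 0.034), and without sham replicate 1 T and NK cell genes as lower (-0.95, adjusted p = 0.038), as without LAS replicate 1 (-0.88, adjusted p = 0.034). Only 2 T and NK cell genes were tested, both highest in sham replicate 3, and without that library their mean was -0.18. Nerve injury genes were lower without sham replicate 3 and LAS replicate 1 (-0.24, adjusted p = 0.023). None of these passed with an estimated correlation. Of 89 tested named genes, none passed under the alternatives where this was counted, and 23 changed sign without sham replicate 3. The count without sham replicate 3 and LAS replicate 2 is not given. The median number of genes detected per library was 15835 at 0.1 FPKM and 12886 at 1 FPKM, against 17258.5 above 0.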

Differences from the paper's values

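The paper gives 473 DEGs, 389 higher and 84 lower, and limma over the 6 libraries gave 0, 0 and 0 at the same fold and adjusted p. All alternatives set before the data were examined also differ, including an unadjusted p (39 higher and 18 lower). The authors' p-values, adjusted over the genes kept by the filter and taken with the authors' fold changes, gave 238 higher and 34 lower. This count was chosen after seeing the values, and the filter leaves 269 of the paper's 473 DEGs. The paper counts 17 pain-related DEGs, of which 0 passed by limma.

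For genes of Tables 2 and 3 with a value in both groups, the paper's log2 fold changes were larger than those on the log2(FPKM + 0.1) scale, which understates low genes. Among these, the paper's value is 4.93 for Gm6943 (1.65 here), 4.62 for Gm10408 (0.75), 4.60 for Edar (0.42), 4.19 for Dcstamp (0.33), 4.04 for Mup10 (0.56) and -3.68 for Lrit3 (-0.26). They differ as well under the other pseudocounts and, where both groups keep a value, with each library left out. Gm10408, Edar, Dcstamp and Mup10 had a sham value in sham replicate 3 only (0.09, 0.04, 0.2 and 0.23 FPKM), while Gm6943 and Lrit3 had values in other sham libraries too. For Dcstamp the mean was 0.09 FPKM in LAS and 0.067 FPKM in sham libraries, so the scale alone does not account for its gap.

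The paper states that Mpo, Mmp9 and Anxa1 are higher in LAS model mice. Over the 6 libraries the log2 fold changes were 0.04, -0.08 and -0.20, and without sham replicate 3 they were 1.94, 1.15 and 0.62. Pparg, also stated as higher, was at 0.19 and 0.51. Of the 389 genes that are higher in the authors' deposited table, 194 have their highest FPKM in sham replicate 3. Their sign was the same in 302 over the 6 libraries and in 388 without sham replicate 3.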

Other observations

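The tests of the authors' fold changes and of read counting below, and the simulation at the authors' fold changes, were chosen after the values were seen, and the simulation at a log2 change of 2 and the regrouping of libraries before.

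Lists of the ganglion's own cells did not pass over the 6 libraries. DRG neuron genes had a mean log2 fold change of 0.02 (adjusted p = 0.83 from camera), nociceptor genes 0.01 (adjusted p = 0.94), satellite glia genes -0.06 (adjusted p = 0.93), Schwann cell genes -0.01 (adjusted p = 0.94) and nerve injury genes -0.08 (adjusted p = 0.93). Without LAS replicate 1, Schwann cell genes passed as higher (mean log2 fold change 0.15, adjusted p = 1.4e-05 from camera) and nerve injury genes as lower (-0.28, adjusted p = 0.0096 from camera), both with an adjusted p of 0.68 with an estimated correlation. Pain ion channels, at 0.02 over the 6 libraries (adjusted p = 0.93), passed as lower without sham replicate 3 (-0.07, adjusted p = 0.0096 from camera, adjusted p = 0.92 with an estimated correlation). Nociceptor genes passed without sham replicate 3 and LAS replicate 2 (-0.13, adjusted p = 0.0026 from camera, adjusted p = 0.86 with an estimated correlation). In the DRG, Fos was at 2.61 ± 0.439 FPKM (SD, n = 3) in sham and 1.86 ± 0.0808 FPKM (SD, n = 3) in LAS libraries, and Cd68 at 4.69 ± 2.53 FPKM (SD, n = 3) and 3.69 ± 0.907 FPKM (SD, n = 3). Neither passed limma over all genes (adjusted p = 1.00), and the paper stains for these proteins in spinal cord.

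No Reactome set passed camera over the 6 libraries, and the smallest adjusted p was 0.0551. The 5 sets with the smallest p among those higher in LAS libraries were signaling by BMP, amine compound SLC transporters, sodium and chloride dependent neurotransmitter transporters, transport of inorganic ions and amino acids, and SLC-mediated transmembrane transport. Among those lower they were translation elongation, peptide chain elongation, nonsense-mediated decay independent of the exon junction complex, translation termination, and SRP-dependent targeting to the membrane. Without sham replicate 3 the peptide chain elongation set was higher instead (mean log2 fold change -0.07 over the 6 libraries and 0.11 without it).

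The fold changes in the authors' deposited table do not follow from the 6 FPKM columns. Over 8568 genes at 5 FPKM or more in every library, the 95th percentile of the absolute log2 difference was 0.177, and 0.0807 without sham replicate 3. Leaving that library out does not account for the rest, since 8 erythroid genes differed by 0.602 on average, and 10000 random lists of like expression lay between -0.0489 and 0.0784. A different sham profile may have entered the comparison. The level it would need was above 0 for 99.95% of 13004 genes and correlated with sham replicates 1 and 2 at 0.9884 or more, against 0.958 with sham replicate 3. This level is computed from sham replicates 1 and 2. It lies near both wherever the authors' fold change is near that without sham replicate 3. These values therefore do not decide whether another profile entered. For Mpo that level is 3.51 FPKM.

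The authors' table calls many genes where limma called 0. Low power for these genes stays open. Simulated at the authors' fold changes, 3.27% of the 269 tested DEGs were called with the spread of the 6 libraries. In 5 libraries without sham replicate 3 the simulation called 21.7%, or 47 to 72 genes, where limma called 0 in the data. Simulated genes vary independently, and the fold changes used belong to genes selected as DEGs and do not follow from the 6 FPKM columns. The simulation therefore does not decide on low power. The 95.4% called at a log2 change of 2 does not decide this, because it drew on all tested genes, whose median SD was 0.123 (log2), against 0.727 for the 269 (0.094 and 0.399 without sham replicate 3). The authors' p-values may measure the counting of reads. Across 10867 genes, which are not independent replicates, their z scores followed those of a Poisson test on pooled reads (Spearman rho 0.975, median ratio 0.914). Both z scores hold the authors' fold change. The standard errors behind them had a rho of 0.971, but they also draw on that fold change. Standard errors from any test on reads fall with expression, so neither rho decides whether only counting was measured. The median ratio puts the authors' standard errors near those of counting alone in size. The rho of the authors' z scores with a t statistic from the 6 FPKM columns was 0.136. That statistic holds another fold change, so 0.136 and 0.975 cannot be set side by side. Among 10 groupings into 3 and 3, the real one gave 0 DEGs and the highest of the others 2. The real one passed 0 Reactome sets and the others 22 to 226, and the cause was not tested. These 10 are too few for a share under 0.05.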
